# Regenerating zebrafish fin epigenome is characterized by stable lineage-specific DNA methylation and dynamic chromatin accessibility

**DOI:** 10.1186/s13059-020-1948-0

**Published:** 2020-02-27

**Authors:** Hyung Joo Lee, Yiran Hou, Yujie Chen, Zea Z. Dailey, Aiyana Riddihough, Hyo Sik Jang, Ting Wang, Stephen L. Johnson

**Keywords:** Regeneration, DNA methylation, Fate restriction, Zebrafish, Fin, Osteoblast, Chromatin accessibility

## Abstract

**Background:**

Zebrafish can faithfully regenerate injured fins through the formation of a blastema, a mass of proliferative cells that can grow and develop into the lost body part. After amputation, various cell types contribute to blastema formation, where each cell type retains fate restriction and exclusively contributes to regeneration of its own lineage. Epigenetic changes that are associated with lineage restriction during regeneration remain underexplored.

**Results:**

We produce epigenome maps, including DNA methylation and chromatin accessibility, as well as transcriptomes, of osteoblasts and other cells in uninjured and regenerating fins. This effort reveals regeneration as a process of highly dynamic and orchestrated transcriptomic and chromatin accessibility changes, coupled with stably maintained lineage-specific DNA methylation. The epigenetic signatures also reveal many novel regeneration-specific enhancers, which are experimentally validated. Regulatory networks important for regeneration are constructed through integrative analysis of the epigenome map, and a knockout of a predicted upstream regulator disrupts normal regeneration, validating our prediction.

**Conclusion:**

Our study shows that lineage-specific DNA methylation signatures are stably maintained during regeneration, and regeneration enhancers are preset as hypomethylated before injury. In contrast, chromatin accessibility is dynamically changed during regeneration. Many enhancers driving regeneration gene expression as well as upstream regulators of regeneration are identified and validated through integrative epigenome analysis.

## Background

While adult mammals have a limited capacity to regenerate a lost body part, salamanders and fish exhibit outstanding regeneration ability in many body parts including internal organs and appendages [1]. The zebrafish caudal fin has been an excellent model for studying vertebrate tissue regeneration [2, 3]. After amputation, the zebrafish caudal fin robustly regenerates via formation of blastema. A blastema is a mass of proliferative and morphologically homogeneous cells that have the capability to grow and develop into a lost body part. Historically, the blastema was thought to be a homogenous population of multipotent cells capable of differentiating into different cell types [4, 5]. But it has been shown that the zebrafish blastema forms from adult stump cells and is composed of lineage-restricted cells that retain memory of their cell-type origin [6–9]. Similar fate restriction of regenerating cells is also observed in salamander limbs [10] and mouse digit tips [11, 12], suggesting that a regeneration mechanism through lineage-restricted cells is evolutionarily conserved.

Zebrafish caudal fin consists of 16–18 bony rays and soft inter-ray tissue. The key regenerative units are these bony rays, which are segmented and lined by osteoblasts, the specialized bone-producing cells in vertebrate skeleton. Following amputation, osteoblasts undergo dedifferentiation and proliferation to form part of blastema [7, 8]. These dedifferentiated osteoblasts in the blastema only contribute to osteoblast regeneration while other lineage-restricted cells regenerate their original cell type. The underlying mechanism of how lineage restriction during regeneration is regulated and defined has not been understood.

DNA methylation plays a crucial role in establishing and maintaining cell identity in normal vertebrate development. Different developmental stages have distinct DNA methylation patterns, which help shape developmental decisions [13, 14]. In embryogenesis, DNA methylation is dynamically reprogrammed to ensure totipotency [15–17]. Additionally, developmental enhancers become demethylated in a lineage-specific manner [18–21]. Terminally differentiated cells and tissues have their own specific DNA methylation signatures [22, 23]. Thus, it is proposed that DNA methylation defines and stabilizes cellular identity and developmental state.

With this rationale, we reason that the DNA methylation signatures defining cell types could be tightly linked to the restriction of cell fates during regeneration. Each population of fate-restricted cells in the blastema is from various terminally differentiated cells in the stump. These fate-restricted cells keep a memory of their cell-type origin, but their morphology, function, and gene expression profiles are distinct from their cell-type origin. We reasoned that cell-type-specific DNA methylation signatures could contribute to restricting cell fate during regeneration.

Here, we produced and analyzed comprehensive DNA methylome, transcriptome, and chromatin accessibility maps of regenerating osteoblasts over the course of zebrafish fin regeneration. We found that osteoblast-specific DNA methylation signatures are retained during regeneration, suggesting that DNA methylation does not specify different states of regeneration, but instead, serves as a carrier of cell fate memory as cells regenerate. Thus, the highly dynamic regeneration gene expression patterns did not correlate with DNA methylome dynamics; rather, they strongly correlated with chromatin accessibility dynamics in a cell-type-specific manner. Integrating transcriptomes and chromatin accessibility maps, we identified thousands of novel regeneration enhancer elements and validated the enhancer activity of a few dozen candidates. Interestingly, these regeneration enhancers were marked by hypomethylation but closed chromatin conformation in uninjured tissues. Finally, we constructed gene regulatory networks important for fin regeneration by utilizing information gathered from epigenetic and transcriptomic dynamics. Our efforts uncovered that the knockout of the predicted upstream transcription factor Fra1 resulted in disruption of normal regeneration, validating our prediction.

## Results

### DNA methylation of zebrafish fin regenerates is stably maintained during regeneration

To understand how DNA methylation changes during zebrafish fin regeneration, we collected samples from regenerating fins at three different time points (1 day post-amputation (dpa), 2 dpa, and 4 dpa; Additional file 1: Figure S1a) together with uninjured zebrafish fin (0 dpa). We generated whole genome bisulfite sequencing (WGBS) libraries from these samples with a decent amount of CpG coverage (average 11.2× coverage and 62.4% of CpGs covered ≥ 5×; Additional file 1: Figure S1b; Additional file 2: Table S1). The genome-wide CpG methylation was maintained at levels as high as around 80% during fin regeneration (Additional file 1: Figure S1c). Around 70% of CpGs were highly methylated, whereas a small proportion of CpGs were intermediately methylated or unmethylated, exhibiting typical bimodal distribution of CpG methylation (Additional file 1: Figure S1d, e). The unmethylated CpGs were mostly found in lowly methylated gene promoters (Additional file 1: Figure S1e), as previously described for zebrafish embryos [16, 17, 20] and other vertebrates [24, 25]. The average DNA methylation levels around genic regions were also consistent across different time points (Additional file 1: Figure S1e). These results suggest that a global change of DNA methylation, typically referred to as reprogramming, is not accompanied with a regeneration process. It is noteworthy that the samples we collected included mixed populations of blastema and wound epidermis from regenerating fins. Thus, we cannot completely exclude the possibility that global DNA methylation changes occur only in the blastema as previously reported using immunohistochemistry [26].

To identify local genomic regions with DNA methylation changes across different time points during regeneration, we searched for differentially methylated regions (DMRs) by using the statistical method DSS [27, 28]. To our surprise, the numbers of DMRs between two different time points were very low and were not larger than the numbers of false positive DMRs defined as those predicted between two biological replicates (Additional file 1: Figure S1f). Thus, the majority of, if not all, DMRs predicted between two time points were likely false positives. This holds true under different statistical cutoffs (Additional file 1: Figure S1g) or using a different computational tool (Additional file 1: Figure S1h). These results suggest that overall DNA methylation levels are stably maintained at both global and local levels during fin regeneration.

### Lineage-specific DNA methylation signatures are stably maintained during fin regeneration

Having established that the overall DNA methylation levels are maintained in regenerating fin tissues, we next asked whether this pattern holds true in specific cell types, especially in cells that form a blastema. To this end, we set out to define the epigenomic and transcriptional signatures of regenerating osteoblasts. We took advantage of *Tg(sp7:EGFP)* stable lines, which express EGFP in differentiating and mature osteoblasts [29]. We examined a time-course expression of EGFP in regenerating fins and confirmed that EGFP expression was localized to the segmented bony fin rays in uninjured fin and strongly upregulated in the regenerates (Additional file 1: Figure S2a) [7, 29]. We separated *sp7*+ cells from *sp7*− cells by using fluorescence-activated cell sorting (FACS) after dissociating uninjured fins (0 dpa) or fin regenerates (4 dpa) into a single-cell suspension (Fig. 1a; Additional file 1: Figure S2b). To define DNA methylation dynamics, we generated WGBS libraries from *sp7+* and *sp7*− cells from both time points and sequenced to high-depths (average 25.1× coverage and 79.0% of CpGs covered ≥5×; Additional file 1: Figure S2c; Additional file 2: Table S1). Overall, both *sp7*+ and *sp7*− cells were globally highly methylated during regeneration, with average CpG methylation levels of around 78% (Fig. 1b). Genome-wide CpG methylation levels exhibited a typical bimodal distribution with peaks at high (75–100%) and low (0–25%) methylation levels (Fig. 1c). The global DNA methylation patterns over genic regions superimpose each other, suggesting that there is no dramatic global difference in DNA methylation between the two stages (Additional file 1: Figure S2d), consistent with the result from DNA methylation analysis of bulk regenerates.

**Fig. 1:**
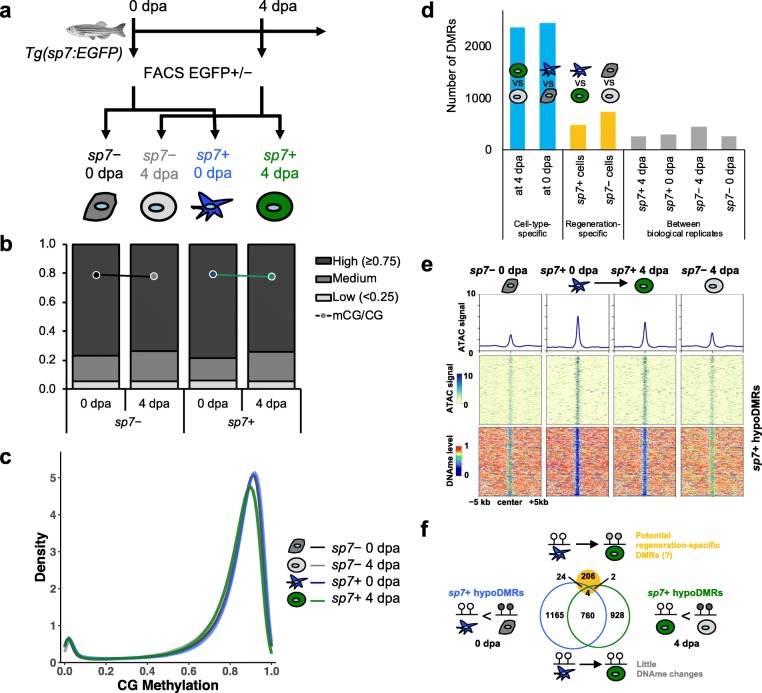
Lineage-specific DNA methylation signatures are stably maintained during fin regeneration. **a** Experimental scheme of sorting *sp7*+ and *sp7*− cells from uninjured and regenerating zebrafish fin by using FACS. **b** Global CpG methylation levels (mCG/CG) and fraction of total CpGs with low (< 25%), medium (≥ 25% and < 75%), and high (≥ 75%) methylation levels of *sp7*+ and *sp7*− cells during zebrafish fin regeneration. **c** Distribution of genome-wide CpG methylation levels of each cell type. Bimodal distribution of two CpG populations at high and low methylation levels is observed. **d** Number of DMRs identified between two biological replicates (gray bars), between two different time points in the same cell type (regeneration-specific, yellow bars) or between two different cell types at the same time point (cell-type-specific, blue bars). **e** ATAC-seq signals (top) and DNA methylation levels (bottom) over 10-kb regions centered on a total of 2883 *sp7*+ cell-specific hypoDMRs. Average ATAC-seq signals were plotted on top of each heatmap (line plots). **f** Venn diagram of *sp7*+ cell-specific hypoDMRs (blue and green circles for 0 dpa and 4 dpa, respectively) intersecting with potential regeneration-specific DMRs in *sp7*+ cells (yellow filled circle). Only 30 (1.0%) of *sp7*+ cell-specific hypoDMRs were predicted as potential regeneration-specific DMRs

To identify dynamics of DNA methylation at local genomic regions during the regeneration processes, we again searched for DMRs using DSS [27, 28]. We examined the number of DMRs identified at different *p* value cutoffs. Interestingly, the number of DMRs detected between *sp7*+ cells of 0 dpa and 4 dpa was low and similar to the baseline established by the comparison between biological replicates (Additional file 1: Figure S2e). Thus, the number of discovered regeneration-specific DMRs is similar to the number of DMRs expected by chance, and the estimated false discovery rate is high. These DMRs might reflect biological variation or stochasticity and do not have enough statistical confidence to be determined as regeneration-specific DMRs. This suggests that the small number of regeneration-specific DMRs were most likely false positives. In contrast, the number of cell-type-specific DMRs (*sp7*+ vs. *sp7*−) drastically outnumbered the number of regeneration-specific DMRs (0 dpa vs. 4 dpa) (Fig. 1d; Additional file 1: Figure S2e). To avoid any bias from the DMR calling algorithm, we tested a different algorithm and obtained similar results (Additional file 1: Figure S2f). In total, we identified 2154 and 2029 *sp7*+ cell-specific DMRs in 0 dpa and 4 dpa samples, respectively. In the majority of those DMRs (91% at 0 dpa and 84% at 4 dpa), methylation level was lower in *sp7*+ cells than in *sp7*− cells (Additional file 1: Figure S2 g). Tissue-specific hypomethylated DMRs (hypoDMRs) are a signature of tissue-specific regulatory regions [19, 20, 23, 30]; therefore, these hypoDMRs are likely regions with *sp7*+ cell-specific regulatory activities. To investigate whether *sp7*+ cell-specific hypoDMRs were associated with regulatory activities, we generated ATAC-seq libraries of the same samples (Fig. 1a; Additional file 2: Table S1; see below). Indeed, *sp7*+ cell-specific hypoDMRs exhibited much higher ATAC-seq signals than their neighboring regions in *sp7*+ cells while ATAC-seq signals were absent over these hypoDMRs in *sp7*− cells (Fig. 1e). These results suggest that *sp7*+ cell-specific hypoDMRs are putative regulatory elements specific for osteoblast lineage cells. It is noteworthy that we identified much fewer *sp7*− cell-specific hypoDMRs than *sp7*+ cell-specific hypoDMRs (Additional file 1: Figure S2g). This is likely due to *sp7*− cells representing a heterogeneous cell population of multiple different lineages.

To test whether fate-restricted osteoblasts maintain their lineage-specific DNA methylation signatures during regeneration, we compared DNA methylation levels of *sp7*+ cell-specific hypoDMRs in 0 dpa and 4 dpa samples. The majority (2734 out of 2883, 95%) of *sp7*+ cell-specific hypoDMRs displayed little change in DNA methylation (< 0.25) during regeneration (Additional file 1: Figure S2h, i) and only 30 (1.0%) DMRs were predicted to be associated with regeneration (Fig. 1e, f). In addition, the vast majority (> 99%) of all the lowly methylated regions in *sp7*+ cells displayed little change in DNA methylation during regeneration (Additional file 1: Figure S2j). Altogether, these results suggest that lineage-specific DNA methylation signatures undergo very few, if any, changes during regeneration. These results suggest that restricted cell fate during regeneration is tightly associated with lineage-specific DNA methylation signature.

### Regeneration-specific genes are activated independent of DNA methylation changes

How is the maintenance of DNA methylation signatures related to transcriptomic dynamics in the process of regeneration? 

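RNA was sequenced from sp7+ cells, marked by EGFP under the control of sp7 regulatory regions, and from sp7− cells, the remaining cells of the fin. The paper describes the marked cells as osteoblasts (bone-forming cells), but at 0 dpa they also carried abundant transcripts of epidermal genes. Levels and changes in sp7+ cells need not be those of osteoblasts alone. Both populations were separated by FACS (fluorescence-activated cell sorting) at 0 and 4 dpa (days post amputation), with 2 libraries for each population and time point. The paper's methods dissociated 0 dpa fins with TrypLE and then Liberase. At 4 dpa only tissue beyond the amputation plane was used, with a longer TrypLE treatment and no Liberase. Tissue and dissociation therefore changed along with time in every comparison of 0 and 4 dpa in sorted cells. The authors mapped the read pairs with STAR to the GRCz10 assembly, kept reads with a single mapping position, and counted them without regard to strand on the exons of Ensembl genes with featureCounts. A read pair that overlapped several genes was counted for each of them, so overlapping genes share counts, and reads that fit several near-identical copies were not counted at all. The deposited values are these counts, without normalization, for 32105 genes. The libraries of sp7+ cells held 29464100 and 28906309 counts at 0 dpa and 49536991 and 37316746 counts at 4 dpa. Those of sp7− cells held 39213454 and 47357980 counts at 0 dpa and 50312755 and 46582029 counts at 4 dpa. Counts were normalized with edgeR's TMM method, whose factors lay between 0.765 and 0.875 at 0 dpa and between 1.102 and 1.28 at 4 dpa, so that the choice of normalization bears on the balance between increases and decreases. After edgeR's filter on low counts 18641 genes were tested, with all 8 libraries in one quasi-likelihood fit. A gene was called differentially expressed when edgeR's test against a 2-fold change gave a Benjamini-Hochberg adjusted p under 0.05. Levels are given as CPM, counts scaled to the normalized library size. Across genes, the log2 CPM of the replicate libraries of a group correlated with Pearson's r between 0.974 for sp7+ cells at 0 dpa and 0.992 for sp7− cells at 4 dpa, where genes are not independent replicates. Gene symbols were taken from the paper's Tables S2 and S3, which name 4884 of the tested genes.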

To investigate this question, we generated high-quality RNA-seq of *sp7*+ and *sp7*− cells from 0 dpa uninjured fins and 4 dpa fin regenerates (Additional file 1: Figure S3a, b; Additional file 2: Table S1). 

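On rlog-transformed counts (DESeq2's regularized log2 scale) of the 500 genes with the highest variance, the first principal component held 72.7% of the variance across the 8 libraries and the second 22.7%. With all genes in place of these, the alternative that moved the first share most, they held 52.4% and 31.4%. The second share also came to 31.4% when replicate 1 of sp7− cells at 4 dpa was left out.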

The principal component analysis of the transcriptomes effectively separated samples according to their biological states (Fig. 2a). The first principal component (PC1) separated *sp7*+ cells from *sp7*− cells, while PC2 separated 4 dpa blastema from uninjured fins (0 dpa), indicating that regenerating cells underwent enormous transcriptional changes during fin regeneration. 

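On PC1 the libraries of sp7+ cells had scores of 47.8 and 43.7 at 0 dpa and 13.1 and 8.9 at 4 dpa. All 4 libraries of sp7− cells were on the other side of 0, with −20.1 and −20.2 at 0 dpa and −36.9 and −36.4 at 4 dpa. On PC2 the 0 dpa libraries had positive scores, 23.7 and 22.9 for sp7− cells and 11.0 and 6.4 for sp7+ cells. The 4 dpa libraries had negative ones, −8.6 and −8.9 for sp7− cells and −22.9 and −23.6 for sp7+ cells. Scores also fell on PC1 from 0 to 4 dpa in both populations, so the time points were not separated on PC2 alone. Replicate libraries lay closer to each other than to any library of another group on PC1 and PC2. From this separation by cell population and time point, the paper concludes that regenerating cells changed their transcription on a large scale.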

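Between 0 and 4 dpa, 5114 of 18641 genes changed beyond 2-fold in sp7+ cells (2679 increased and 2435 decreased) and 3189 in sp7− cells (1650 increased and 1539 decreased), by edgeR's test against a 2-fold change with Benjamini-Hochberg adjustment. Since tissue and dissociation differed between the time points, these counts cannot be assigned to regeneration alone. Of the 2183 genes called in both populations, 1193 increased in both, 981 decreased in both, 3 increased in sp7+ and decreased in sp7− cells, and 6 did the opposite. Among the other settings tried, the total in sp7+ cells moved most, as a ratio, with DESeq2's test against a 2-fold change, to 2917 genes, 40.9% of them increased against 52.4% with edgeR. The total in sp7− cells moved most when the 2-fold criterion was applied as a filter after a test against no change, to 6489 genes (8628 in sp7+ cells). With DESeq2's size factors in edgeR's fit the share that increased was 45.0%, and the median log2 fold change of all tested genes in sp7+ cells was 0.01 in place of 0.16. All 2914 genes that the paper lists for sp7+ cells in Table S2 were among the 5114. By fitted log2 fold change, the gene with a symbol that increased most was scpp5 (ENSDARG00000078622), a gene of the secretory calcium-binding phosphoprotein family, which had no counts in any 0 dpa library. It reached 24.3 ± 2.71 CPM (SD, n = 2) in sp7+ cells and 63.6 ± 17.8 (SD, n = 2) in sp7− cells at 4 dpa, at least 192-fold and 762-fold higher than 3 counts in the 0 dpa libraries. Next by fitted value were scpp7 (ENSDARG00000074132) in sp7+ cells, at least 156-fold higher at 4 dpa, and scpp6 (ENSDARG00000075598) in sp7− cells, at least 59.2-fold higher. The lowest fitted values were those of si:dkey-100j22.4 (ENSDARG00000094460) and VWDE (ENSDARG00000101697) in sp7+ cells, at least 15.6-fold and 10.1-fold lower at 4 dpa. In sp7− cells they were those of fabp1b.2 (ENSDARG00000103398) and CREB3L3 (ENSDARG00000090903). As lower bounds, these folds do not rank the genes, since fabp1b.2 had a log2 fold change of −4.56 in sp7+ cells and scpp7 one of 8.05 in sp7− cells. In sp7− cells CREB3L3 was at least 25.3-fold lower, and fabp1b.2 had a log2 fold change of −9.10 (standard error 0.87, adjusted p = 3.89e-05 from edgeR's test against a 2-fold change), although its 0 dpa level differed widely between libraries (85.5 ± 67.8 CPM, SD, n = 2).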

A total of 2914 and 1794 genes displayed > 2-fold differential transcript abundance through fin regeneration in *sp7*+ and *sp7*− cells, respectively (FDR < 0.05), with 1125 common between *sp7*+ and *sp7*− cells (Fig. 2b; Additional file 1: Figure S3c; Additional file 3: Table S2).

**Fig. 2:**
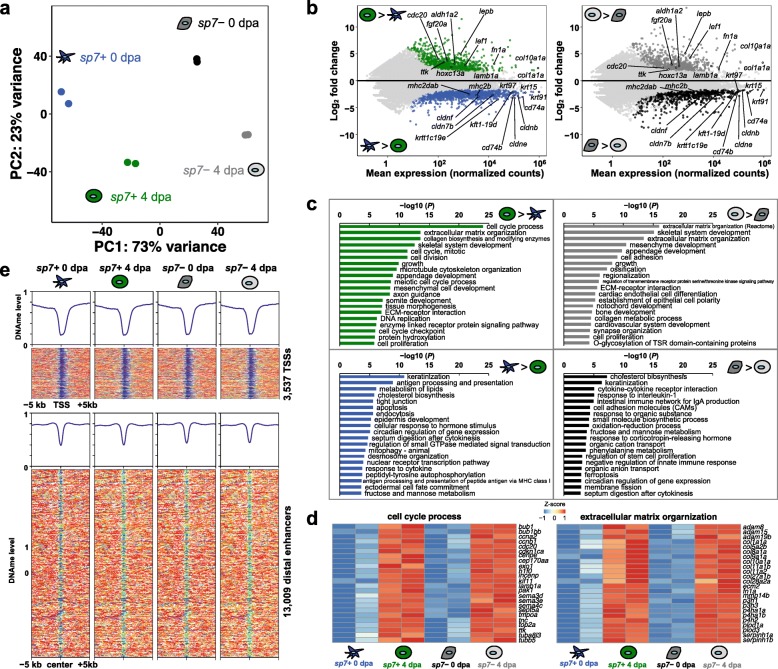
Regeneration-specific genes are activated independent of DNA methylation changes. **a** Principal component analysis on the transcriptomes of *sp7*+ and *sp7*− cells at 0 dpa uninjured fin and 4 dpa blastema. **b** MA plots for differentially expressed genes during fin regeneration in *sp7*+ and *sp7*− cells. Each dot represents log-transformed individual gene expression change. Green and dark gray dots represent statistically significantly upregulated genes during regeneration in *sp7*+ and *sp7*− cells, respectively (log_2_(FC) > 1 and FDR < 0.05). Blue and black dots represent genes statistically significantly downregulated genes during regeneration in *sp7*+ and *sp7*− cells, respectively (log_2_(FC) < − 1 and FDR < 0.05). Light gray dots represent genes with no significant changes. **c** Gene ontology (GO) terms associated with significantly differentially expressed genes. **d** Examples of expression pattern of upregulated genes during regeneration that fall within the top GO terms. **e** DNA methylation levels over 10 kb around the promoters and putative distal enhancers of the significantly differentially expressed genes during regeneration

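fgf20a (ENSDARG00000007356), which encodes a fibroblast growth factor, rose in sp7+ cells from 0.228 ± 0.0717 (SD, n = 2) to 3.39 ± 0.614 (SD, n = 2) CPM, a log2 fold change of 3.85 (standard error 0.42, adjusted p = 0.000147 from edgeR's test against a 2-fold change). In sp7− cells it rose from 2.06 ± 0.731 to 17.2 ± 1.92 CPM (SD, n = 2 each), a log2 fold change of 3.07 (standard error 0.30, adjusted p = 0.000128 from the same test in edgeR). lepb (ENSDARG00000045548), which encodes a leptin, rose by nearly the same factor in both populations. Its log2 fold change was 5.12 in sp7+ cells (standard error 0.33, adjusted p = 8.14e-06 from edgeR's test) and 5.13 in sp7− cells (standard error 0.28, adjusted p = 1.3e-06). The levels differed more than the changes did: at 4 dpa lepb reached 13.2 ± 1.13 CPM (SD, n = 2) in sp7+ cells and 63.2 ± 0.659 (SD, n = 2) in sp7− cells. hoxc13c is not analysed here, because its symbol was not paired with an identifier.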

Genes upregulated during regeneration in both *sp7*+ and *sp7*− cells included many previously described fin regeneration genes, such as *fgf20a* [31], *hoxc13c* [32], and *lepb* [33], suggesting the existence of a common genetic program for regeneration. 

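Fig. 2d labels 24 genes of the term cell cycle process and 24 of the term extracellular matrix organization, of which 23 each had an identifier. All 23 cell cycle genes and all 23 extracellular matrix genes were called increased in both populations, with the adjustment over all tested genes and over each list alone; these lists are the paper's own calls on the same libraries, so this shows no stability. The median log2 fold change of the cell cycle genes was 3.49 in sp7+ cells, with a range from 1.95 to 5.57, and 2.56 in sp7− cells, with a range from 1.87 to 5.74. The highest value in sp7− cells was that of tnc. Whether each label belongs to the term it was listed under was not checked, so this list may hold genes of another term. That of the extracellular matrix genes was 2.98 in sp7+ cells (from 2.04 to 6.45) and 3.15 in sp7− cells (from 1.89 to 5.84). Enrichment of terms was not recomputed, since term annotations were not used here.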

The upregulated genes during regeneration were enriched for biological functions including cell cycle process, extracellular matrix organization, and appendage development (Fig. 2c), consistent with cellular processes characteristic of fin regeneration. We observed that upregulation of genes was associated with cell cycle (*cdc20*, *ccnb1*, *exo1*, and *cenpe*) and appendage development (*and1*, *and2*, *bmp1a*, *lef1*, and *dlx5a*), suggesting that regenerating cells actively proliferate and reinitiate developmental programs (Fig. 2d; Additional file 1: Figure S3d). 

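All of these genes increased beyond 2-fold in both populations. Among the cell cycle genes, the log2 fold changes lay between 2.87 for exo1 and 4.82 for ccnb1 in sp7+ cells, with adjusted p-values from 6.1e-05 to 0.00341 in edgeR's test against a 2-fold change, and between 2.03 for cenpe and 3.42 for exo1 in sp7− cells (adjusted p from 0.00189 to 0.00556, the same test in edgeR). cdc20 (ENSDARG00000100741) rose from 0.31 ± 0.125 to 5.87 ± 0.424 CPM (SD, n = 2 each) in sp7+ cells and from 0.579 ± 0.24 to 3.28 ± 0.148 (SD, n = 2 each) in sp7− cells. The point estimates for cdc20, ccnb1 and cenpe were higher in sp7+ cells, but the difference in change between the populations had adjusted p-values of 0.0682, 0.0566 and 0.066 (edgeR's quasi-likelihood test of the interaction), above the false discovery rate of 0.05. This depended on the pairing of libraries. With the replicate number as a replicate block the adjusted p-values were 0.0777, 0.0271 and 0.0368 in edgeR. The paper's methods describe both populations as isolated from the fins collected for a replicate, and same-numbered sp7+ and sp7− libraries deviated together with a correlation across genes of 0.26 at 0 dpa and 0.13 at 4 dpa. With a replicate block within each time point, chosen after seeing these correlations, the adjusted p-values were 0.0246, 0.0033 and 0.00743 in edgeR, with log2 differences of 1.73, 2.35 and 1.26, while that of exo1 was 0.597. Among the appendage development genes, the log2 fold changes lay between 1.96 for dlx5a and 7.21 for and2 in sp7+ cells, and between 2.04 for bmp1a and 7.87 for and2 in sp7− cells. The difference in change between the populations did not pass for any of these genes without a block or with the replicate number as a replicate block (adjusted p from 0.0711 to 0.69 and from 0.0635 to 0.667 in edgeR). With the block within each time point, lef1 rose less in sp7+ than in sp7− cells by a log2 difference of −1.23 (adjusted p = 0.0231 in edgeR) and bmp1a rose more by 1.11 (adjusted p = 0.0491 in edgeR), while and1, and2 and dlx5a had adjusted p-values of 0.0678, 0.297 and 0.555 in edgeR. and1 (ENSDARG00000088514), which encodes an actinodin of the fin fold, rose from 13.8 ± 7.12 to 1160 ± 234 CPM (SD, n = 2 each) in sp7+ cells. In sp7− cells it rose from 93.7 ± 50.5 to 4770 ± 63 (SD, n = 2 each).

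**Figure D1:**
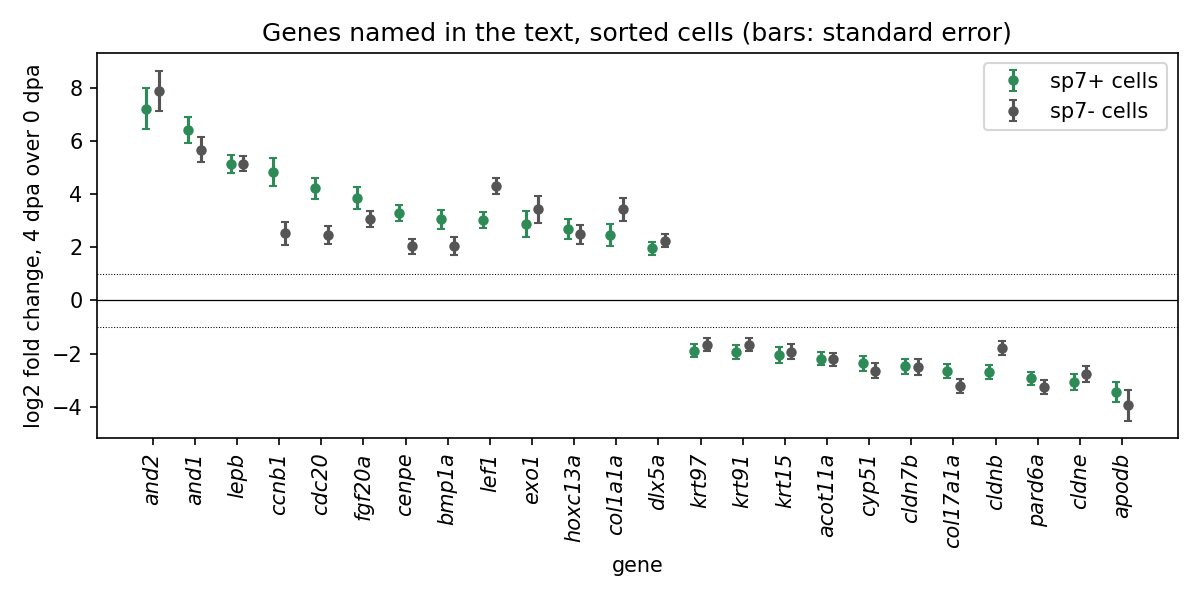
log2 fold changes from 0 to 4 dpa (vertical axis) of the genes that the text names (horizontal axis), in sp7+ cells (green) and sp7− cells (grey), with standard errors from edgeR's fit as bars and dotted lines at a 2-fold change. The increased genes lie above the upper dotted line in both populations, from 1.96 for dlx5a to 7.87 for and2, and the decreased genes lie below the lower one.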

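All genes tested among those named for keratinization, cholesterol biosynthesis and tight junctions decreased beyond 2-fold in both populations. For the keratinization genes col17a1a, krt15, krt91 and krt97, the log2 fold changes lay between −2.66 and −1.89 in sp7+ cells and between −3.22 and −1.66 in sp7− cells, where col17a1a fell most in each. krt91 (ENSDARG00000036830) was among the most abundant, with 29000 ± 2360 CPM (SD, n = 2) in sp7+ cells and 46300 ± 5140 (SD, n = 2) in sp7− cells at 0 dpa. Keratins form a family of similar genes, and reads that fit several members were not counted. For acot11a, apodb and cyp51 the log2 fold changes lay between −3.44 and −2.19 in sp7+ cells and between −3.95 and −2.22 in sp7− cells; asct3a is not analysed here, because its symbol was not paired with an identifier. The tight junction genes cldn7b, cldnb, cldne and pard6a had log2 fold changes from −3.07 to −2.47 in sp7+ cells and from −3.25 to −1.79 in sp7− cells. At 0 dpa cldne (ENSDARG00000043128) was far more abundant in sp7+ cells, with 8560 ± 2810 CPM (SD, n = 2), than in sp7− cells, with 288 ± 45.5 (SD, n = 2). It is one of the epidermal genes examined in the closing part, so this level need not be that of osteoblasts. The highest adjusted p-value among these genes was that of krt91 in sp7− cells, with a log2 fold change of −1.66 (standard error 0.26, adjusted p = 0.021 from edgeR's test against a 2-fold change).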

We also observed that downregulation of genes during regeneration was associated with keratinization (*col17a1a*, *krt15*, *krt91*, and *krt97*), cholesterol biosynthesis (*acot11a*, *asct3a*, *apodb*, and *cyp51*), and tight junction (*cldn7b*, *cldnb*, *cldne*, and *pard6a*) (Additional file 1: Figure S3d). Downregulation of these genes is consistent with extensive disorganization of tissues during blastema formation and growth.

Although genome-wide DMR prediction did not return any genomic regions with significant DNA methylation changes, we wanted to examine DNA methylation dynamics of regulatory elements associated with genes whose expression changed during regeneration to potentially identify any elements that escaped genome-wide DMR detection. Consistent with our genome-wide DNA methylation analysis (Fig. 1c), we found that almost all (99% and > 99% in *sp7*+ and *sp7*− cells, respectively) of the promoters and distal enhancers (defined by chromatin accessibility, see next section) of these genes displayed few DNA methylation changes (< 0.25) during regeneration (Fig. 2e; Additional file 1: Figure S3e). Only 5 distal enhancers showed significant DNA methylation changes by DSS in *sp7*− cells, which can be due to the different cellular heterogeneity at 0 dpa and 4 dpa. This result suggests that DNA methylation is not a major regulator of gene transcription in the regeneration program. Therefore, epigenetic regulation mechanisms other than DNA methylation should play a role to regulate regeneration-specific gene transcription.

### Regeneration-specific gene activation is associated with increasing chromatin accessibility

Accessible chromatin has been described as a general feature for regulatory elements including promoters and enhancers [34, 35]. Therefore, we set out to test the hypothesis that chromatin accessibility is the key in regulating regeneration-specific gene transcription. To this end, we generated ATAC-seq libraries from the same sorted cells (Fig. 1a; Additional file 2: Table S1). We identified a total of 111,941 highly reproducible accessible chromatin regions in *sp7*+/− cells of the uninjured and regenerating fins. PCA analysis separated *sp7*+ cells from *sp7*− cells along PC1, while 4 dpa fin regenerates and uninjured fins (0 dpa) were separated along PC2 (Additional file 1: Figure S4a), recapitulating the pattern obtained from gene expression analysis. We found that 26% of ATAC peaks were in promoters (2 kb regions around transcription start site (TSS)), while 45% of ATAC peaks were distal (> 10 kb) to TSS (Additional file 1: Figure S4b). The expression levels of genes with accessible chromatin in their promoter were significantly higher than those of genes without accessible chromatin signatures (Additional file 1: Figure S4c), confirming that active promoters were marked with accessible chromatin.

To investigate the dynamics of chromatin accessibility during regeneration, we identified differentially accessible regions (DARs) by using DiffBind [36]. A total of 15,197 and 19,016 peaks displayed > 2-fold differential accessibility during regeneration in *sp7*+ and *sp7*− cells, respectively (FDR < 0.01), with 19% of them in promoter regions (Additional file 1: Figure S4d, e; Additional file 4: Table S3). To determine whether these dynamic chromatin accessibility changes reflect gene expression changes globally, we compared the direction of changes in neighboring gene expression. 

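Genes near promoter DARs were taken from the part of Table S3 used here, 1999 DARs with increasing and 1999 with decreasing ATAC-seq signals in sp7+ cells, the former on 11 chromosomes and the latter on 5. DARs within 1000 bp of a TSS were used, and genes with both kinds were left out. The 270 genes with increasing promoter DARs had a median log2 fold change of 1.40 in sp7+ cells, with the middle 50% of genes between 0.53 and 2.2. In 10000 random lists of the same size matched on mean expression, the median was 0.14, and 95% of lists lay between −0.08 and 0.36. The 383 genes with decreasing promoter DARs had a median of −0.61, with the middle 50% between −1.68 and 0.33, against a median of 0.06 and a range from −0.11 to 0.25 in matched random lists. Both medians had p = 0.0002 in this permutation test, two-sided, the smallest that 10000 lists can give. Among the genes with increasing DARs 86.7% increased, 41.9% beyond 2-fold by edgeR's test, and 1.5% decreased beyond 2-fold. Among those with decreasing DARs 32.9% still increased, and 28.2% decreased beyond 2-fold. When all nearest genes were used in place of those with a DAR at the promoter, the medians were 0.90 over 930 genes and −0.54 over 841. DARs in sp7− cells were not analysed here.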

During regeneration, genes near DARs with increasing ATAC-seq signals tended to also increase their expression levels, while genes near DARs with decreasing ATAC-seq signals showed decreased expression levels (Fig. 3a; Additional file 1: Figure S4f). Similarly, genes that were upregulated or downregulated during regeneration exhibited increased and decreased ATAC-seq signals in their genomic neighborhood, respectively (Additional file 1: Figure S4g). 

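On chromosomes 1, 10, 11 and 12, for which DARs of both directions in sp7+ cells were used in full, the genes called in sp7+ cells were compared with the DARs nearest to them. Of the increased genes 92 had DARs with increasing and 51 with decreasing ATAC-seq signals, so that 64.3% matched in direction. Of the decreased genes 186 had decreasing and 11 increasing DARs, a match of 94.4%. Decreasing DARs outnumbered increasing ones on chromosomes 1 (498 against 219), 10 (336 against 160), 11 (393 against 168) and 12 (425 against 155). The percentages therefore do not show that losses were tied to expression more closely than gains. The odds ratio was 30.5 (two-sided Fisher's exact test, p = 3.9e-33), where genes in the same region are not independent. Genes with DARs of both directions, 125 in all, were left out. With only DARs within 10000 bp of a TSS, the odds ratio was 69.33.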

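hoxc13a (ENSDARG00000070353) rose in sp7+ cells from 2.30 ± 1.43 to 14.9 ± 3.81 CPM (SD, n = 2 each) between 0 and 4 dpa, a log2 fold change of 2.69 (standard error 0.37, adjusted p = 0.00104 from edgeR's test against a 2-fold change). lef1 (ENSDARG00000031894), which encodes a transcription factor of Wnt signalling, rose from 4.46 ± 1.98 to 36.0 ± 4.52 CPM (SD, n = 2 each), a log2 fold change of 3.01. col1a1a (ENSDARG00000012405), which encodes a chain of type I collagen, rose from 7890 ± 4750 to 43200 ± 16000 CPM (SD, n = 2 each), a log2 fold change of 2.45 (standard error 0.41, adjusted p = 0.00357 from edgeR's test). In sp7− cells the log2 fold changes of these genes were 2.48, 4.29 and 3.42. For lef1 the paper's Table S3 lists 3 DARs with increasing signal in sp7+ cells on chromosome 1 of GRCz10. That table gives distances from a TSS of 0 bp for the DAR from 49170389 to 49170794, −1566 bp for that from 49168490 to 49169070 and 14306 bp for that from 49248480 to 49249137. By these coordinates the last distance cannot refer to the same TSS as the others. DARs near hoxc13a and col1a1a are not analysed here.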

For example, expression activation of *hoxc13a*, *lef1*, and *col1a1a* co-occur with their promoters gaining chromatin accessibility (Fig. 3b). This result indicates that increasing chromatin accessibility of regulatory elements was positively correlated with increased expression of target genes during regeneration.

**Fig. 3:**
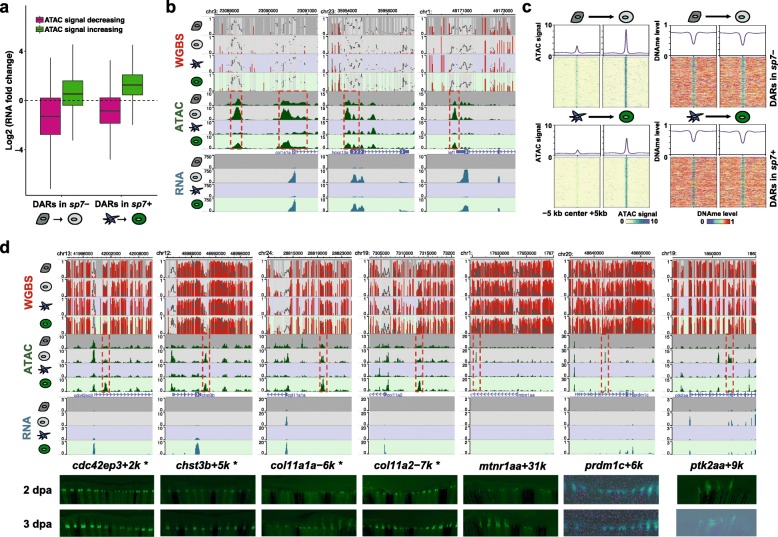
Regeneration-specific gene activation with gain of chromatin accessibility. **a** Expression fold changes for the genes with differentially accessible promoters during regeneration. **b** Epigenome browser views of genes whose activation is concordant with gain of chromatin accessibility of the promoter region (*col1a1a*, *hoxc13a*, and *lef1*). Red dashed boxes highlight ATAC peaks with increasing signals during regeneration. **c** ATAC-seq signals (left) and DNA methylation levels (right) over 10-kb regions centered on DARs with increasing signals in *sp7*+ (top heatmap) and *sp7*− cells (bottom heatmap) during regeneration. Average ATAC-seq signals and DNA methylation levels were plotted on top of each heatmap (line plots). **d** Identified candidates of regeneration-related enhancers and in vivo validations. Epigenome browser views of regeneration enhancers (top) and transgenic zebrafish carrying candidate sequence-driven reporter showing enhancer activities in the regenerating fin (bottom). Red dashed boxes indicate DARs that gained accessibility during regeneration. Asterisks indicate that F_1_ transgenic zebrafish line was established for a given enhancer element

Previous studies suggested that DNA demethylation of active cis-regulatory elements is often correlated with gain of chromatin accessibility or active enhancer histone marks [21, 37]. However, in our case, consistent with the above results, DNA methylation levels of DARs were mostly stable during regeneration (99% and 97% DARs with < 0.25 DNA methylation changes in *sp7*+ and *sp7*− cells, respectively, Fig. 3c; Additional file 1: Figure S4h). Only 28 DARs were determined to exhibit significant DNA methylation changes by DSS in *sp7*− cells, which might be exceptions due to the different cellular heterogeneity at different stages of regeneration. These DARs have distinct genetic and epigenetic characteristics from the previously determined zebrafish developmental enhancers [21, 38] (Additional file 1: Figure S5). Intriguingly, the majority of the DARs with increasing accessibility were lowly or intermediately methylated (< 0.6) in uninjured cells, pre-regeneration (84% and 85% in *sp7*+ and *sp7*− cells, respectively). In terminally differentiated cells, many developmental genes were repressed by epigenetic mechanism, such as DNA methylation over their cis-regulatory elements. DNA methylation status of the limb developmental enhancer is negatively correlated with the regenerative potential of limb in different developmental stages of frogs [39]. Low levels of DNA methylation over the DARs associated with regeneration genes in uninjured differentiated cells support a model that, in animals with high regeneration abilities, differentiated cells maintain a permissive epigenetic state (lowly methylated, yet low chromatin accessibility) over regulatory elements that are important for regeneration, thus might allow for rapid gene activation when needed for regeneration [40].

To test whether the lowly methylated regions that gain accessibility during regeneration could serve as regeneration-specific enhancers, we selected multiple putative regeneration enhancers located far from gene promoters (> 2 kb, up to 138 kb) and tested their enhancer activities in vivo in the regenerating fin (Table 1). Putative regeneration enhancers were cloned into a minimal promoter-driven GFP reporter cassette [41] (Additional file 2: Table S4). We generated transgenic zebrafish carrying these cassettes via Tol2 transposase system and monitored their reporter activities in the regenerating fin. Regeneration enhancers identified in *sp7*+ cells drove GFP expression along the regenerating fin rays, while *sp7*− regeneration enhancers gave different patterns of GFP expression in the regenerates (Fig. 3d; Additional file 1: Figure S4i). In total, 18 out of 25 (72%) candidates displayed enhancer activities in regenerating fin while no activity was observed from 9 negative controls (Table 1). These results strongly support that the genomic regions which gain chromatin accessibility during regeneration were regeneration-specific enhancers and were responsible for driving gene expression during fin regeneration.

**Table 1:** List of regeneration enhancers tested

Element name	DAR in *sp7*+ cells	DAR in *sp7−* cells	EGFP expression
*bmp2a+43k*	Yes	Yes	–
*chst3b+5k*	Yes	Yes	+
*cygb1−13k*	Yes	Yes	+
*dnajc17−138k*	Yes	Yes	+
*lef1−2k*	Yes	Yes	–
*pdgfab−8k*	Yes	Yes	+
*prdm1c+6k*	Yes	Yes	+
*runx1−102k*	Yes	Yes	–
*cdc42ep3+2k*	Yes	No	+
*col11a1a−6k*	Yes	No	+
*col11a2−7k*	Yes	No	+
*fam102aa+11k*	Yes	No	+
*fbln1+17k*	Yes	No	+
*mef2aa+2k*	Yes	No	+
*mitd1−6k*	Yes	No	–
*prdm5+120k*	Yes	No	+
*rmb7−120k*	Yes	No	–
*swap70b+3k*	Yes	No	+
*fhod3b+138k*	No	Yes	+
*frmd4a+87k*	No	Yes	+
*grip2a−23k*	No	Yes	+
*igflr1−2k*	No	Yes	–
*mtnr1aa+31k*	No	Yes	+
*ptk2aa+9k*	No	Yes	+
*rasl11a−13k*	No	Yes	–
*atp5g3a−14k*	No	No	–
*lmbr1+11k (ZRS)*	No	No	–
*lnpa+56k*	No	No	–
*six3b−102k*	No	No	–
*six3b−104k*	No	No	–
*six3b−36k*	No	No	–
*six3b−39k*	No	No	–
*wnt3−11k*	No	No	–
*zgc:173726−2kb*	No	No	–

Taken together, these results suggest that gene expression changes during regeneration were not regulated by DNA methylation but rather associated with changes of chromatin accessibility. These putative regulatory enhancers for the regeneration were marked with low DNA methylation at 0 dpa, potentially allowing rapid regeneration responses upon injury.

### Construction of gene regulatory networks identifies upstream factors for fin regeneration

Having established that DARs were active cis-regulatory elements regulating regeneration, we sought to link upstream transcription factors (TFs) to their downstream target genes. We first investigated the TF binding motifs enriched in DARs that gained accessibility during regeneration. We identified binding motifs of many important developmental TFs, including AP1 family and Runx family, that were highly enriched in these DARs (Fig. 4a; Additional file 1: Figure S6a). Many of these TFs were upregulated during fin regeneration as early as 1 dpa (Fig. 4a; H.J.L., C. Higdon, and S.L.J, unpublished data), suggesting that these TFs might be activated prior to their downstream regeneration genes. We used footprint analysis of the TFs to infer TF binding at regeneration-specific DARs and connected TFs to putative target genes (Additional file 1: Figure S6b). We constructed a putative gene regulatory network of fin regeneration by examining regulatory interactions among the TFs and their downstream target genes (Fig. 4b, c) [20]. We identified Fra1 (gene name: *fosl1a*), whose motif enrichment was top ranked, as a putative upstream transcription factor for fin regeneration (Fig. 4a, b; Additional file 1: Figure S6a). It has been shown that Fra1 knockout mice develop osteopenia, a low bone mass disease, indicating that Fra1 functions to regulate bone mass in mice [42]. Many downstream genes predicted to be targeted by Fra1 were linked to biological functions enriched in the upregulated genes during fin regeneration, including appendage development and growth (Fig. 4b). The time-course expression profiles of *fosl1a* gene exhibited dramatic activation immediately after amputation, suggesting that Fra1 might act as an early and upstream TF during fin regeneration (Fig. 4a).

**Fig. 4:**
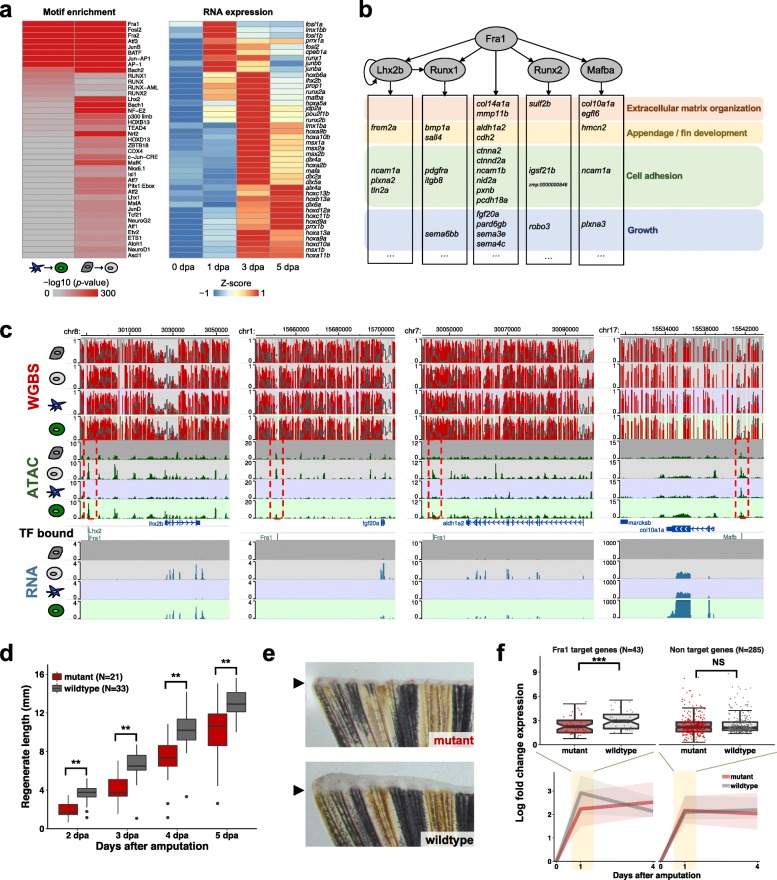
Gene regulatory networks identify upstream factors for fin regeneration. **a** Heatmaps showing the enriched TF binding motifs in DARs that gained accessibility in *sp7*+ and *sp7*− cells during fin regeneration (left) and of RNA expression of the corresponding TF genes (right). Motifs were sorted by binomial *p* value of enrichment in *sp7*+ cells. TF genes were clustered by their expression levels. **b** Putative gene regulatory network of the fin regeneration. The gray ovals are TFs whose motifs were highly enriched in DARs that gained accessibility during regeneration. The genes in the bottom boxes are the target genes of Fra1 and/or other TFs, identified by the footprint analysis. These target genes have biological functions relevant during fin regeneration as shown on the right. **c** Example Epigenome Browser views of Fra1, Lhx2, or Mafb motifs found in DARs, with their nearby target genes. Red dashed boxes indicate DARs that gained accessibility during regeneration. Motifs predicted to be bound by TFs were shown. **d** Boxplot showing fin regenerate lengths as a function of the time after amputation. Mutant (*fosl1a*^*tw4/tw4*^) zebrafish (red) showed delayed regeneration after fin amputation compared to their wildtype littermates (gray). **p < 0.01; Mann–Whitney *U* test. **e** Representative pictures of the fin regenerate from the mutant (*fosl1a*^*tw4/tw4*^) and their wildtype (*fosl1a*^*+/+*^) littermates at 2 dpa. Arrowhead, amputation plane. **f** RNA expression levels of the Fra1 target genes and non-target genes in the mutant (*fosl1a*^*tw1/tw1*^) and their wildtype littermates. The predicted target genes of Fra1 were not upregulated as highly in mutant fish as in wildtype at 1 dpa (left), consistent with the delayed regeneration phenotype. Upregulated genes that were not Fra1 targets showed statistically no difference in the level of gene expression changes (right). Top boxplots show gene expression fold changes at 1 dpa. Bottom line plots show median gene expression fold changes across genes (line) in the time course. Shaded areas represent 25% and 75% quantiles. ***p < 0.001; Wilcoxon signed-rank test

Our analysis predicted that removal of the Fra1 transcription factor prior to amputation might impair caudal fin regeneration by insufficient activation of downstream effectors. To test this prediction, we used CRISPR-Cas9 genome editing technology to knock out *fosl1a*, the gene encoding the Fra1 protein (Additional file 1: Figure S6c). The *fosl1a* mutant zebrafish showed a delayed regeneration rate (Fig. 4d, e). This phenotype is replicated in four independent mutant alleles (Additional file 1: Figure S6c-e), confirming that mutation of *fosl1a* was causal for this regeneration defect. The mutant zebrafish did not show any abnormal developmental or morphological phenotypes and were able to fully regrow their regenerates in 3 weeks, suggesting that the delayed regeneration phenotype is limited to the early stage of regeneration. To see whether this limited regeneration defect is due to genetic compensation by any paralogue of *fosl1a* gene [43, 44], we generated *fosl1b* mutant zebrafish (Additional file 1: Figure S6f) and *fosl1a* and *fosl1b* double mutant zebrafish. The *fosl1b* mutant zebrafish showed no differences from wildtype in regeneration rate and *fosl1a* and *fosl1b* double mutant zebrafish are not significantly different from *fosl1a* mutant (Additional file 1: Figure S6f-h), suggesting that *fosl1b* does not affect regeneration rates. We generated RNA-seq on the wildtype and mutant *fols1a* animal to define molecular phenotype of mutant fish (Additional file 2: Table S1). 

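RNA was sequenced from caudal fins of wildtype and fosl1a mutant zebrafish at 0, 1 and 4 dpa, without sorting of cells. Each genotype and time point had 2 libraries. The paper's methods describe the expression changes of these genotypes as changes in regenerates. Changes from 0 dpa may therefore compare different tissue as well as different times. The counts were made by the authors as for the sorted cells. Wildtype libraries held 31507208 and 24366524 counts at 0 dpa, 30594299 and 26676581 at 1 dpa, and 20817289 and 23911599 at 4 dpa. Mutant libraries held 10194983 and 25080491 counts at 0 dpa, 15143278 and 19351080 at 1 dpa, and 28557223 and 24430206 at 4 dpa. Replicate libraries differed most in the mutant at 0 dpa, where the log2 difference between the libraries had a standard deviation of 0.83 across genes, against 0.43 to 0.51 in the other groups. Every change over time in the mutant is measured against these 0 dpa libraries, which include the smallest one. After the filter on low counts 20157 genes were tested with all 12 libraries in one fit of edgeR. Changes over time were tested against a 2-fold change, and differences between genotypes, in level or in change, against no difference. fosl1a (ENSDARG00000015355) in wildtype fins was at 2.71 and 3.96 CPM at 0 dpa, 119 and 140 at 1 dpa, and 2.31 and 3.40 at 4 dpa. In mutant fins it was at 11.1 and 9.2 CPM at 0 dpa, 34.2 and 46.1 at 1 dpa, and 2.24 and 2.98 at 4 dpa. At 1 dpa the mutant level was lower than in wildtype, with a log2 fold change of −1.69 (standard error 0.25, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 0 dpa it was higher, with a log2 fold change of 1.61 (standard error 0.27, adjusted p = 0.0281 from the same test in edgeR). In a fit of only the groups compared 0 genes were called at 0 dpa, so this call depends on the fit of all libraries. At 4 dpa the genotypes were not distinguishable (log2 fold change −0.14, standard error 0.28). The rise from 0 to 1 dpa was smaller in the mutant by 3.30 on the log2 scale (log2 difference −3.30, standard error 0.36, adjusted p = 0.00223 from edgeR's test of the interaction). The count of reads does not show whether the transcripts carry the mutation. fosl1b is not analysed here.

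**Figure D2:**
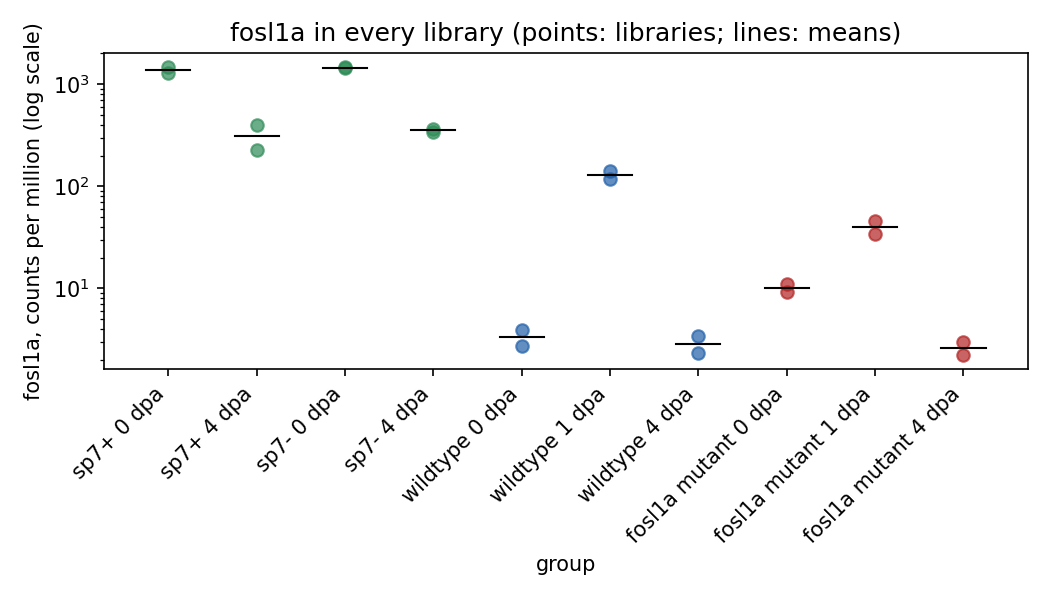
CPM of fosl1a on a log scale (vertical axis) in every library of sorted cells (green), wildtype fins (blue) and fosl1a mutant fins (red), by group (horizontal axis). Points are libraries and lines are group means; the 2 sets of libraries were normalized separately. At 1 dpa the mutant libraries, at 34.2 and 46.1, lie below the wildtype libraries, at 119 and 140.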

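Fig. 4b links 17 genes to Fra1, the protein that fosl1a encodes, by direct arrows, and 15 of these were tested. The paper's own lists of Fig. 4f are not used here. As non-target genes, 290 genes were used that Table S2 lists as increased in sorted cells, that increased beyond 2-fold at 1 dpa in wildtype fins, and that are not in Fig. 4b. Fra1 targets that Fig. 4b does not name may remain in this list and in the other lists of non-targets below. Differences between targets and non-targets are therefore those between named targets and other increased genes. From 0 to 1 dpa the targets had a median log2 fold change of 0.71 in wildtype fins and 0.32 in mutant fins. The median over genes of mutant minus wildtype was −0.41, and 12 of 15 targets rose less, or fell more, in the mutant. The change of the whole list did not differ between genotypes beyond the spread of the libraries (two-sided rotation test with limma's fry, adjusted p = 0.431 over the 4 tests of both lists at both time points, 0.323 before adjustment). Nor did the test across genes reach the threshold (two-sided exact signed-rank test, p = 0.229), and genes are not independent replicates. The test across genes gave p = 0.042 (exact) over the 11 targets with at least 10 counts in every library and p = 0.04 (permutation test) over all 33 tested genes of Fig. 4b, while the rotation test of these lists gave 0.124 and 0.412 before adjustment. The libraries with replicate number 1 gave 0.15 and those with number 2 gave −0.59, and the value lay between −0.63 and 0.12 when each library was left out in turn. Non-target genes had a median log2 fold change of 2.32 in wildtype and 2.47 in mutant fins, with a median difference of 0.02 (limma's fry, adjusted p = 0.986; two-sided permutation signed-rank test across genes, p = 0.0938). With DESeq2's size factors it was −0.05, where the median over all tested genes moved alike, from 0.04 to −0.03. It depended more on how the genes were chosen: among the 279 chosen by their rise in the mutant, the median difference was 0.50, and among the 346 chosen by the mean rise of both genotypes it was 0.28. Of these, 210 rose more in the mutant (limma's fry, 0.283 before adjustment; permutation signed-rank test, p = 1e-05, the smallest that 100000 permutations can give). Targets differed from non-targets by −0.44. Random lists of these non-targets cannot be matched to the targets on the wildtype change, since 12 of 15 targets had a lower one than every non-target. The 1439 genes that Table S2 lists as increased, without a requirement at 1 dpa, allow a coarser match by terciles of mean expression and of wildtype change. In 10000 random lists of these genes the median wildtype change was 0.41, and the median difference was below that of the targets in 0.5% of the lists (two-sided permutation test, p = 0.011), which describes these genes in these libraries. With the replicate number as a replicate block in the fit, the median difference of the targets was −0.41 (limma's fry, adjusted p = 0.465), that of non-targets 0.02 (limma's fry, adjusted p = 0.946), and the difference between the lists −0.43. Against the 1439 genes it was also −0.43 (two-sided permutation test, p = 0.0084), a combination of block and list chosen after the data were seen. Same-numbered libraries at 0 and 1 dpa deviated together with a correlation across genes of 0.27 in the mutant and 0.05 in wildtype. Between same-numbered mutant and wildtype libraries it was 0.22 at 0 dpa and 0.14 at 1 dpa. A block within each time point was not run for the genotypes, so these tests do not cover that pairing.

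**Figure D3:**
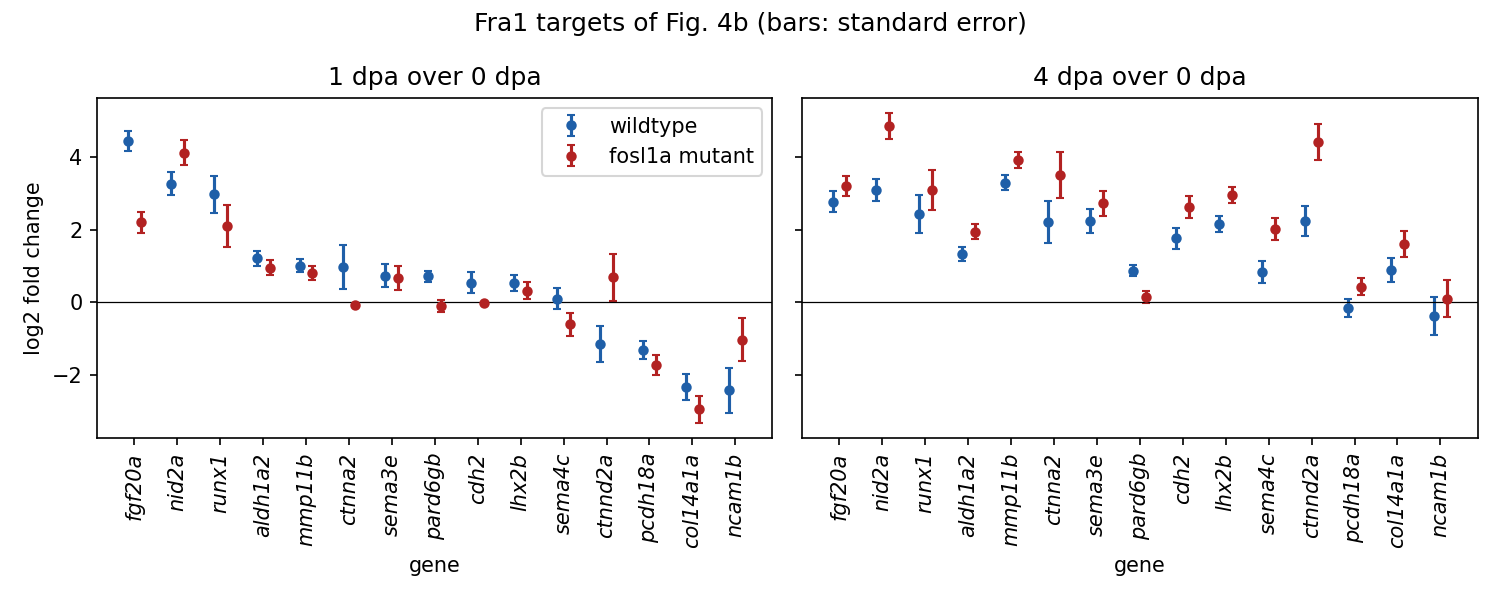
log2 fold changes over 0 dpa (vertical axis) of the 15 tested Fra1 targets of Fig. 4b (horizontal axis) in wildtype (blue) and fosl1a mutant fins (red), at 1 dpa (left) and 4 dpa (right), with standard errors as bars, which were not computed for ctnna2 and cdh2 in the mutant at 1 dpa, where the change was close to 0. At 1 dpa the mutant values are lower for 12 of 15 genes, and at 4 dpa they are higher for 14 of 15.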

We found that predicted target genes of Fra1 were not as highly upregulated in mutant fish as in wildtype at 1 dpa during regeneration, while non-target genes were upregulated at similar levels in mutants and their wildtype littermates (Fig. 4f; Additional file 1: Figure S6i). 

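From 0 to 4 dpa the 15 tested Fra1 targets had a median log2 fold change of 2.16 in wildtype fins and 2.72 in mutant fins. The median over genes of mutant minus wildtype was 0.66, and 14 of 15 targets rose more in the mutant (limma's fry, two-sided, adjusted p = 0.168 over the 4 tests of both lists, 0.0419 before adjustment; exact signed-rank test across genes, p = 0.00201). The libraries with replicate number 1 gave 1.48 and those with number 2 gave 0.29. With the replicate number as a replicate block the median difference was 0.66 (limma's fry, adjusted p = 0.216, 0.0606 before adjustment). Same-numbered mutant libraries at 0 and 4 dpa deviated with a correlation across genes of −0.14. With the numbers of the mutant 4 dpa libraries crossed in the block, an alternative chosen after seeing that correlation, the median difference was 0.68 (limma's fry, adjusted p = 0.114 over the 2 lists, 0.057 before adjustment). Of the 290 non-target genes 184 also rose more in the mutant (permutation signed-rank test across genes, p = 1e-05), and the median over the list was 0.52 from the libraries with number 1 and −0.03 from those with number 2. Their median difference in the fit was 0.34 (limma's fry, adjusted p = 0.206), 0.33 with the replicate block (limma's fry, adjusted p = 0.216) and 0.34 with the crossed numbers (limma's fry, adjusted p = 0.162). Compared directly at 4 dpa, 5 of 15 targets differed between genotypes with adjustment over all genes, and all of these were higher in the mutant; 7 differed with adjustment over the list alone, of which 6 were higher. The 2 added by this were lhx2b, which was higher, and pard6gb, which was lower in the mutant with a log2 fold change of −0.43 (standard error 0.16), both named after their values were seen.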

The expression levels of Fra1 target genes in mutant fish caught up the levels in wildtype fish at 4 dpa, consistent with delayed regeneration phenotype in mutant fish. Taken together, this data suggests that the Fra1, predicted to be an upstream factor from a reconstructed regulatory network, activates downstream target genes important for fin regeneration.

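Among single Fra1 targets, fgf20a rose less in the mutant from 0 to 1 dpa, to 6.3 ± 0.467 CPM (SD, n = 2) against 19.9 ± 2.76 (SD, n = 2) in wildtype fins, a difference in log2 change of −2.24 (standard error 0.40, adjusted p = 0.036 from edgeR's quasi-likelihood test of the interaction). It was the only one of the 15 tested targets to pass at 1 dpa with adjustment over all genes, and 2 passed with adjustment over the list alone. At 4 dpa fgf20a was higher in the mutant, at 12.6 ± 1.9 CPM (SD, n = 2) against 6.25 ± 1.45 (SD, n = 2), a log2 fold change of 1.01 (standard error 0.23, adjusted p = 0.00979 from edgeR's test). From the lower expression of the targets at 1 dpa, the similar expression of non-targets and the levels at 4 dpa, the paper proposes that Fra1 activates genes that act in fin regeneration.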

## Discussion

Epigenetic modifications, including DNA methylation, have been proposed to be the molecular mechanisms that define cell fate by regulating gene expression. Here we used the zebrafish fin regeneration system, in which different lineages of cells maintain their cell identity during the process, to investigate potential roles of DNA methylation in cell fate restriction. We investigated *sp7*+ osteoblasts and *sp7*− cells at two different stages of fin regeneration with multiple epigenomics assays. We observed the dynamic changes and strong correlations of gene expression and chromatin accessibility during regeneration, but we observed very few DNA methylation changes associated with regeneration. Although *sp7* expression does not label all regenerating osteoblasts, the retained DNA methylation signatures specific for *sp7*+ cells during regeneration still provide support to the model that epigenetic memory in DNA methylation might specify and restrict cell fate.

Regenerative potential varies among species. It has been proposed that adult tissues with a robust regeneration capability have permissive chromatin structures around the genes necessary for regeneration, which are also developmental genes [40]. We detected hundreds of genes activated in fin regeneration and identified regulatory elements responsible for those gene expression changes. These cis-regulatory elements gained chromatin accessibility during regeneration. Interestingly, these regeneration-specific elements were in a hypomethylated but lowly accessible state in uninjured cells, and they gained accessibility while maintaining their hypomethylation status during regeneration. Pre-established low methylation state of regeneration regulatory elements could contribute to the rapid response to the injury by allowing permissive chromatin state of those elements. This idea is consistent with the notion that permissive chromatin state in adult tissue determines the regeneration capability [39, 40]. Whether epigenetic modifications other than DNA hypomethylation, such as bivalent histone modification, in these enhancers also contribute to regeneration capability should be further investigated.

Molecular mechanisms of tissue regeneration have been studied mostly in the context of gene expression and function, and much remains to be investigated to decipher the gene regulatory networks involved in regeneration. Recent work has shown the existence of tissue regeneration enhancer elements that trigger regenerative genetic program upon tissue damage in zebrafish [33]. Another study has used H3.3 replacement histone profiling to identify cardiomyocyte regeneration enhancer elements in injured zebrafish heart [45]. These recent studies suggest that regeneration enhancers exist in different types of regenerating tissues. By combining transcriptome and accessible chromatin analysis, we have identified several thousands of putative regeneration enhancers that orchestrate expression of genes important for fin regeneration. Using transgenic zebrafish, we tested and validated activities of dozens of regeneration enhancers. Temporal and spatial patterns of reporter gene expressions induced by those enhancers varied and displayed cell-type specificity, indicating that different cell types might use different regeneration enhancers. Thus, our study provides a new resource of regeneration regulatory elements, as well as transgenic animals with new markers to facilitate investigation of tissue regeneration.

Genome-wide epigenome profiling not only helps detect genomic regulatory elements but also identifies important candidate genes. By constructing the gene regulatory network of fin regeneration, we identified Fra1 as a putative upstream transcription factor in the network. The binding motif of this transcription factor was highly enriched in regeneration regulatory elements, connecting the TF to many target genes activated in fin regeneration. We validated the involvement of this candidate TF by taking advantage of recently emerging genome editing tools coupled with phenotypic and genomic assays. Further investigation will be required to elucidate the complex mechanism of the regeneration process. Rapidly developing tools such as single-cell and fate-tracing technologies [46] will facilitate broadening our understanding of this complex mechanism.

## Conclusion

Here, we construct epigenome and transcriptome maps of osteoblasts in regenerating zebrafish fin and show that lineage-specific DNA methylation signatures are stably maintained during regeneration while chromatin accessibility and gene expression are dynamically regulated. The epigenetic signatures identify novel regeneration enhancers, most of which are preset as hypomethylated before injury. Integrative analysis reconstructs a regulatory network for regeneration and identifies upstream regulator of regeneration. Our study significantly broadens our understanding role of the epigenetics in tissue regeneration.

## Methods

### Zebrafish maintenance and procedures

All zebrafish were used in accordance with the protocols approved by the Washington University Animal Studies Committee (Protocol #20130107). Wildtype TU, AB, *Tg(sp7:EGFP)* [29], and *Tg(hsp70:zCas9; mylz:CFP)* strains were maintained under standard conditions as previously described [47]. Water temperature was maintained at 28.5 °C for animals. Adult zebrafish ranging in age from 2.5 to 12 months were used unless otherwise indicated. Zebrafish caudal fins were amputated at 50% of their original length using razor blades. After fin amputation, zebrafish were returned to 28.5 °C and allowed to regenerate their fin.

### Isolation of *sp7*+ and *sp7*− cells from zebrafish uninjured and regenerating fins

Osteoblast lineage cells were isolated from uninjured fins or 4 dpa blastema of adult transgenic zebrafish expressing EGFP under the control of the sp7 regulatory regions *Tg(sp7:EGFP)* by using FACS.

For 0 dpa uninjured fins, three to four dissected fins were treated with 1 mL of 1× TrypLE Express enzyme (Gibco) at 37 °C for 30 min in a 1.5-mL microcentrifuge tube with gentle agitation. After TrypLE Express treatment, samples were centrifuged at 500×*g* for 3 min at 4 °C and supernatants were discarded. Samples were washed with 1 mL of 1× cold PBS buffer and centrifuged at 500×*g* for 3 min at 4 °C. Supernatants were discarded, and remaining fins were further dissociated into a single-cell suspension with 1 mL of 0.25 mg/mL Liberase DL (Roche) in enzyme-free Cell Dissociation Buffer (Gibco) at 37 °C for 30 min with gentle agitation. Liberase DL contains highly purified Collagenase I and Collagenase II and facilitates cell dissociation from the intact fin tissue.

For the regenerating blastema, caudal fins were allowed to regenerate at 28.5 °C for 4 days. At 4 days post-amputation, regenerating blastema were collected by cutting them along the amputation plane with a razor blade under the microscope. Blastema from four to ten fish were treated with 1 mL of 1× TrypLE Express enzyme (Gibco) at 37 °C for 60 min in a 1.5-mL microcentrifuge tube with gentle agitation to complete a single-cell suspension.

Dissociated single-cell suspension was washed with 1 mL of cold PBS buffer and pelleted by centrifugation at 500×*g* for 3 min at 4 °C. Cells were resuspended in 1 mL cold PBS buffer with 2% fetal calf serum and filtered through a 50-μm sample preparation filter (CellTrics) to remove cell aggregates. The FACS Aria II flow cytometer (BD Biosciences) was used to separate GFP+ and GFP− populations from single-cell suspension.

### RNA and DNA isolation

For RNA extraction, 12 uninjured fins and 34 blastema per replicate were collected from transgenic zebrafish *Tg(sp7:EGFP)*, and *sp7*+ and *sp7*− cell populations were isolated by using FACS as described above. Approximately 1 million cells were sorted for each gate from FACS. The cells were pelleted by centrifugation at 500×*g* for 5 min at 4 °C. The total RNA was extracted by using TRIzol solution (Ambion) according to the manufacturer’s instructions with minor modifications. Briefly, 1 mL TRIzol was added to the cells and incubated for 5 min at room temperature to permit complete dissociation of the nucleoprotein complex. Then 0.2 mL of chloroform was added and mixed well by shaking for homogenization. The samples were incubated for 3 min at room temperature and centrifuged at 12,000×*g* for 15 min at 4 °C. The aqueous phase of the sample was transferred to a new tube, 1 μL of TURBO DNase (Ambion) was added, and the samples were incubated for 30 min at 37 °C. Then 0.5 mL of 100% isopropanol was added to the aqueous phase and incubated overnight at − 20 °C. The total RNA was pelleted by centrifugation at 12,000×*g* for 10 min at 4 °C. The RNA pellet was washed with 1 mL of 75% ethanol and centrifuged at 7500×*g* for 5 min at 4 °C. The air-dried RNA pellet was then resuspended in 20 μL of RNase-free water by incubating at 55 °C for 10 min. The total RNA concentration was measured by using a Qubit fluorometer (Invitrogen).

For DNA extraction, 15 uninjured fins and 60 blastema per replicate were collected from transgenic zebrafish *Tg(sp7:EGFP)* and *sp7*+ and *sp7*− cell populations were isolated by using FACS as described above. Approximately 1 million cells were sorted for each gate from FACS. The cells were lysed in 400 μL of genomic DNA extraction buffer (50 mM Tris, 1 mM EDTA, 0.5% SDS, 1 mg/mL Proteinase K) for 16 h at 55 °C. Lysis was followed by phenol:chloroform:isoamyl alcohol (25:24:1, PCI) extractions and centrifugation. The supernatant was incubated with RNase for 30 min at 37 °C. Another PCI extraction was performed after RNase treatment, followed by one chloroform extraction. DNA was then precipitated by adding 0.1 volumes of 3 M sodium acetate and 2.5 volumes of 100% ethanol. The DNA precipitate was centrifuged at 16,000×*g* for 15 min at 4 °C, and the pellet was washed with 1 mL of 70% ethanol and centrifuged at 16,000×*g* for 5 min at 4 °C. The pellet was then resuspended in 15 μL of Elution Buffer (10 mM Tris-Cl, pH 8.5). DNA concentrations and purity were measured using NanoVue (GE Healthcare Life Sciences) and Qubit fluorometer (Invitrogen).

### WGBS library generation, sequencing and mapping

A total of 99.5 ng of genomic DNA per replicate, together with 0.5 ng of unmethylated lambda DNA (Promega), was treated with bisulfite and cleaned by using the EZ DNA Methylation-Direct Kit (Zymo Research), according to the manufacturer’s instructions. The unmethylated lambda DNA was used to calculate the bisulfite conversion rate. WGBS libraries were generated from bisulfite-treated genomic DNA by using the TruSeq DNA Methylation Kit (Illumina) according to the manufacturer’s instructions. Briefly, random hexamers were annealed to the bisulfite-converted single-stranded genomic DNA, complementary DNA were synthesized, DNA were tagged by terminal-tagging oligos whose 3′ end blocked, and then tagged DNA was purified. The library was amplified by using ten cycles of PCR amplification with indexing primers and was purified by using AMPure XP Beads (Beckman Coulter).

Paired-end WGBS libraries were sequenced on the Illumina NextSeq 500 or NovaSeq 5000 machine. The reads were de-multiplexed by using sample-specific index sequences. To increase the mapping efficiency, the first six low-quality base pairs of the sequence reads were trimmed along with adapter sequences by using Trim Galore! (The Babraham Institute) version 0.4.1 with the following parameters: --clip_R1 6 --clip_R2 6 --paired --retain_unpaired -r1 21 -r2 21. The trimmed reads were mapped to *in sillico* bisulfite-converted custom zebrafish genome reference (see below) by using Bismark [48] version 0.16.1 with the following parameters: -I 0 -X 2000 --un --ambiguous --bowtie2 -N 1 -L 28 --dovetail --score_min L,0,-0.6.

To improve the mapping efficiency, a custom zebrafish genome sequence for transgenic animal *Tg(sp7:EGFP)* was generated from all the next-generation sequencing data generated on this transgenic animal (H.J.L., T.W. and S.L.J., unpublished data) by using GATK’s variant call framework [49, 50] based on the zebrafish genome assembly GRCz10 (danRer10). This custom zebrafish genome sequence has a total of 3,660,642 single nucleotide variants of high confidence (0.26% of the total haploid genome length) from the reference GRCz10 assembly, disrupting 307,956 CpG sites (1.25% of total CpG sites). These disrupted CpG sites were excluded from further analyses. Small insertion or deletion variants were not included in the custom zebrafish genome. This custom zebrafish genome sequence was *in sillico* converted into a bisulfite-treated genome and was then used in Bismark mapping.

Unpaired or unmapped read 1s were then mapped as single read mode by using Bismark with the following parameters: --bowtie2 -N 1 -L 28 --score_min L,0,-0.6. Unpaired or unmapped read 2s were also mapped as single read mode by using Bismark with the following parameters: --pbat --bowtie2 -N 1 -L 28 --score_min L,0,-0.6.

The redundant reads from PCR amplification were then removed by using the following Bismark command: deduplicate_bismark -p --bam. Methylation levels of each C nucleotide were extracted from the de-duplicated reads by using Bismark with the following two commands: bismark_methylation_extractor --paired-end --no_overlap --comprehensive --report --gzip for paired-end mapped reads and bismark_methylation_extractor --single-end --comprehensive --report --no_header --gzip for reads mapped with single end mode. After merging paired-end and single-end report files, the Bismark command coverage2cytosine and a custom script were used to calculate total read counts and methylation read counts per each CpG. The methylation levels and read coverage of each CpG were visualized on the WashU Epigenome Browser [51] using a methylC track [52].

### Identification and analysis of DMRs

DMRs were identified by using the DSS pipeline [27, 28]. First, the mean methylation level of each CpG site was estimated with smoothing [53]. Then, dispersion at each CpG site was estimated, and a Wald test of each CpG site was performed to calculate statistical significance of methylation difference across different samples. Without replicates, DMRs were detected by calling DSS package’s callDMR function with a varying *p* value threshold and the following parameters: delta = 0, minlen = 200, minCG = 5, dis.merge = 50, pct.sig = 0.5. DMRs with each *p* value threshold were filtered by using the following criteria: average methylation differences of DMRs are bigger than 0.25. Final set of DMRs were chosen with *p* < 10^− 5^ and further filtered with at least 5 CpGs covered by at least 5 read counts. A different DMR calling algorithm, MethPipe [54], was used to identify DMRs independently to confirm our results. Default parameters were used for the following commands of MethPipe: hmr, methdiff, and dmr. DMRs with each *p* value threshold were filtered with similar criteria: (1) at least 3 CpGs in a DMR have at least 5 read counts; (2) average methylation differences of DMRs are bigger than 0.25.

Heatmaps and average line plots of DNA methylation and ATAC-seq signal levels of DMRs along with their neighboring regions were plotted using deepTools [55]. Methylation levels of each DMR in different samples were calculated by averaging smoothed methylation levels of CpGs inside the DMR.

### RNA-seq library generation, sequencing and mapping

RNA-seq libraries were generated by using TruSeq RNA Library Prep Kit v2 (Illumina), according to the manufacturer’s instructions. Briefly, mRNA was purified and fragmented from 500 ng of total extracted RNA. The first and second strands of cDNA were sequentially synthesized from the mRNA, the end of the cDNA was repaired, and indexing adapters were ligated. The library was amplified by using 15 cycles of PCR amplification and was purified by using the AMPure XP Beads (Beckrman Coulter).

Paired-end RNA-seq libraries were sequenced on the Illumina NextSeq 500 machine, with a total of ~ 400 million reads. The reads were de-multiplexed by using sample-specific index sequences. The sequence reads were mapped to the zebrafish transcriptome (Ensembl release 85) and the zebrafish genome assembly (GRCz10) by using STAR aligner [56] version 2.5.2a with the following parameters: --sjdbScore 1 --clip3pAdapterSeq AGATCGGAAGAGC --outWigStrand Unstranded --outFilterType BySJout --outFilterMultimapNmax 1. The number of reads mapped to each gene belonging to all genes from the Ensembl release 85 was summarized by using featureCounts [57] version 1.5.0 with the following parameters: -F GTF -t exon -g gene_id -O -s 0 --primary -p. The RNA expression levels as RPM (reads per million mapped reads) were visualized on the WashU Epigenome Browser [51] using bedGraph tracks generated by STAR.

### Identification and analysis of differentially expressed genes

Differential gene expression analysis was performed using DESeq2 [58] version 1.18.1. Genes with fold change > 2 and FDR < 0.05 were considered as significantly differentially expressed. Transcripts per million (TPM) was calculated for each gene from the number of reads mapped to each gene determined by featureCounts [57]. *Z*-scores were calculated by using rlog normalized read counts per gene among each comparison. Metascape [59] was used to analyze enriched GO terms for each category of differentially expressed genes. Distal enhancer elements of the differentially expressed genes were defined as ATAC-seq peaks located closest to the TSS, but also farther than 10 kb, by using BEDTools [60] version 2.27.1.

### ATAC-seq library generation, sequencing, and mapping

For ATAC-seq library generation, 3 uninjured fins and 10 blastema per replicate were collected from transgenic zebrafish *Tg(sp7:EGFP)* and *sp7*+ and *sp7*− cell populations were isolated by using FACS as described above. Approximately 70,000 cells were collected from FACS and immediately used for ATAC-seq library generation. ATAC-seq libraries were generated as previously described [35]. Briefly, 70,000 cells were washed with 50 μL of cold PBS buffer, lysed in 50 μL of cold lysis buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL CA-630), and incubated with TDE1 enzyme (from Nextera DNA Sample Preparation Kit, Illumina) for 30 min at 37 °C for transposition. Transposed DNA fragments were immediately purified by using a MinElute PCR Purification Kit (Qiagen). ATAC-seq libraries were amplified by using 11 cycles of PCR amplification with an initial 5-min extension at 72 °C and purified by using AMPure XP Beads (Beckrman Coulter). The purified libraries were eluted with 20 μL of nuclease-free water.

Paired-end ATAC-seq libraries were sequenced on an Illumina NextSeq 500 machine, with a total of ~ 470 million reads. The reads were de-multiplexed by using sample-specific index sequences. Nextera adapter sequences were trimmed by using cutadapt [61] version 1.11. The trimmed reads were mapped to the custom zebrafish genome sequence (see above) by using bowtie2 [62] version 2.3.3.1 with the following parameters: --local -k 4 -X 2000 --mm. Secondary alignment, multiply mapped reads, and PCR duplicated reads were removed from the total aligned reads.

### Identification of ATAC peaks and DARs

The filtered aligned ATAC-seq reads were used to map to the transposon insertion sites, ATAC peaks were called per replicate from the insertion sites, and the irreproducible discovery rate (IDR) framework [63] version 2.0.4 was applied to identify highly reproducible ATAC peaks from two replicates.

First, reads mapped to mitochondrial DNA and unplaced scaffolds were removed from the aligned reads. Both ends of the paired-end reads were then treated as two Tn5 insertion sites. Tn5 insertion sites were adjusted to reflect the actual binding center of transposons as follows. All reads mapped to the + strand were offset by + 4 bp, and all reads mapped to the − strand were offset by − 5 bp.

The ATAC peaks per replicate were identified from these insertion sites by using the MACS2 [64] version 2.1.1 callpeak function with the following parameters: -g 1.34e9 --keep-dup all -B --SPMR --nomodel --extsize 73 --shift -37 -p 0.01 --call-summits. The IDR analysis was performed following ENCODE’s guidelines [65]. The ATAC peaks with IDR < 0.05 were chosen as highly reproducible accessible chromatin regions. The ATAC-seq signals were visualized on the WashU Epigenome Browser [51] as fold change over background using bedGraph tracks generated by using the MACS2 bdgcmp function with the following parameter: -m FE.

To identify DARs, DiffBind [36] version 2.6.6 was used on the union set of ATAC peaks with the following parameters: fragmentSize = 1, summits = 0. ATAC peaks with fold change > 2 and FDR < 0.01 were considered as significantly differentially accessible regions. The closest TSS per DAR was chosen by using BEDTools [60] version 2.27.1 and Ensembl gene annotation (release 85). Heatmaps and average line plots of DNA methylation and ATAC-seq signal levels of DARs along with their neighboring regions were plotted by using deepTools [55]. Methylation levels of each DAR in different samples were calculated by averaging smoothed methylation levels of CpGs inside the DAR.

### In vivo activity validation of regeneration enhancers

The original ZED vector [41] was modified by replacing the transgenesis internal control cassette (*cardiac_actin_promoter:dsRed*) with the strong constitutive marker (*EF1α:mCherry*). The vector was further modified by replacing the *gata2* minimal promoter with the 2-kb promoter sequence of the zebrafish *lepb* gene [33]. The modified ZED vector was named ZEDtw plasmid, and the sequence was verified by Sanger sequencing.

Candidate enhancer elements and negative control sequences were PCR amplified from zebrafish genomic DNA using primers listed in Additional file 1: Table S4. The amplified elements were then cloned into ZEDtw vector by the gateway in vitro recombination system as described previously [41]. Purified plasmids were then injected into wildtype TU zebrafish embryo at one-cell stage. All mCherry+ F_0_ embryos were raised up to adult. For some enhancer elements, F_1_ stable lines were also established by outcrossing F_0_ with wildtype TU zebrafish. Once F_0_ or F_1_ zebrafish were raised to adult, caudal fins were amputated. The EGFP and mCherry expressions were monitored and photographed on the regenerating fin every day up to 4 dpa.

### Construction of gene regulatory networks

Motif enrichment analysis on DARs was performed using HOMER [66] version 4.8. HOMER scanned the sequences of DARs for known motifs, and calculated enrichment score *p* values using a binomial test. HOMER also discovered de novo motifs with their best matches to a known motif in DARs.

Footprint analysis was performed by CENTIPEDE [67]. First, instances of a given motif were identified across the entire zebrafish genome using FIMO [68] version 4.11.2 with the following parameters: --max-stored-scores 10000000 --text --thresh 1e-5. Then Tn5 insertion events from ATAC-seq in 200 bp windows around these motif sites were counted. These count matrices were then used as input for CENTIPEDE along with the conservation scores (phastCons scores from 8-way vertebrate genome alignment, lifted over from Zv9 to GRCz10) at corresponding positions to predict the likelihood that each motif instance is bound by a TF. The motif instances with posterior probability greater than 0.95 were used as TF-bound sites.

To build putative regulatory network, TFs were linked to their downstream target genes, with a similar method as the one described previously [20]. First, TFs whose motifs were enriched in DARs that gained accessibility during regeneration either in *sp7*+ or in *sp7*− cells were chosen by HOMER as described above. Then, the expression levels of the zebrafish ortholog genes corresponding to those TFs were examined. Among them, TFs whose expression levels were higher in regenerates at 1, 2, or 4 dpa than in uninjured fins were further selected as putative upstream factors. Their new bound sites in fin regenerates at 4 dpa were identified by intersecting TF-bound sites predicted by CENTIPEDE and DARs that gained accessibility during regeneration. Finally, TFs with those new bound sites in fin regenerates at 4 dpa were chosen to build putative regulatory network. The closest TSS from each new bound site was identified by BEDTools [60], and it was classified as a putative downstream target gene of a given TF if that closest gene was upregulated during regeneration. Putative TF-TF regulations and TF auto-regulation were also identified in case that a putative target gene was one of the chosen TF. The enriched GO terms from Metascape analysis were used to annotate the putative downstream target genes.

### Generation of mutant zebrafish with CRISPR/Cas9 genome editing

Mutant fish strains were generated by a customized CRISPR/Cas9-based targeted genome editing system (H.S.J., T.W. and S.L.J., in preparation). All gRNAs targeting the *fosl1a* gene were scored by the formula (Score = 60 × [proportion GC content] + 10 × [proportion transcripts targeted] − 30 × [relative position in gene] + 2[if position 20 is G] − 3[if position 20 is A]) and ranked by this score as well as the number of predicted off target effects. The top four gRNAs were selected, and their sequences were cloned downstream of each of the four U6 promoters on the pT2-U6chr21-gRNAscaffold vector via Gibson assembly (NEB, E2611S). The modified vector was transformed into TOP10 competent cells (Thermo Fisher, C404010) and extracted by using a Hi-Speed Mini Plasmid Kit (IBI, IB47102). Wildtype AB zebrafish embryos were injected with a 1 nL mixture containing the modified vector (90 ng/μL) and the Tol2 transposase mRNA (30 ng/μL) at one-cell stage. The GFP-positive F_1_ from the crossing with *Tg(hsp70:zCas9; mylz:CFP)* were collected at 1 day post fertilization and heat shocked at 37 °C for half an hour to induce genome editing. Heterozygous F_2_ zebrafish founders were generated by outcrossing mosaic F_1_ mutants with wildtypes and individual genotyping on the gRNA target site. Heterozygous F_2_ mutant founders carrying the same *fosl1a* mutant allele were inter-crossed to generate homozygous mutant zebrafish for regenerative morphometric measurements.

### Measurement of fin regenerate lengths

For each batch of mutant and wildtype littermates from one pair of heterozygous parents (*fosl1a*^+/−^), the caudal fins were amputated halfway along the proximal-distal axis. Their regeneration processes were photographed daily up to 5 dpa. The lengths of the new regenerates were measured with ImageJ (NIH), from the cutting plane to the front end. The fourth fin ray counting from the ventral side was used for consistency. The measurements were taken from distinct samples, and the exact sample size for each group is indicated in the figures.

### Quantitative reverse transcription (qRT)-PCR

The primers for qRT-PCR were designed targeting regions spanning multiple exons per each gene (Additional file 2: Table S4). First-strand cDNA was synthesized from 1 μg of total RNA by using ProtoScript II Reverse Transcriptase (NEB, M0368) according to the manufacturer’s instructions. A standard qRT-PCR on the cDNA corresponding to 25 ng of total RNA was performed using PerfeCTa SYBR Green SuperMix (Quantabio, 95054) and Bio-Rad CFX96 machine. The gene expression levels were normalized using *actb2* gene expression level as an internal control.

### Statistics

All the statistical tests were performed by using R program version 3.4.3. A two-sided Mann–Whitney *U* test was used to test statistical differences of fin regenerate lengths between mutant and wildtype zebrafish, by using the wilcox.test function. The two-sided Wilcoxon signed-rank test was used to test statistical differences of gene expression changes in regenerates between mutant and wildtype zebrafish, by using the wilcox.test function with the parameter: paired = T. Sample sizes and *p* values are indicated in the figures or figure legends.

## Supplementary information

Additional file 1: Figure S1. DNA methylation is stably maintained during zebrafish fin regeneration. Figure S2. DNA methylome maps of *sp7*+ and *sp7*− cells during fin regeneration. Figure S3. Transcriptome maps of *sp7*+ and *sp7*− cells during fin regeneration. Figure S4. Chromatin accessibility maps identify regeneration-specific enhancers. Figure S5. Comparison of regeneration-specific DARs and Phylo(−)DMRs. Figure S6. Gene regulatory networks identify upstream factors for fin regeneration.

Additional file 2: Table S1. Overview of sequencing and mapping in this study. Table S4. Primer sequences used in this study.

Additional file 3: Table S2. Differentially expressed genes during fin regeneration. **a** Upregulated genes in *sp7*+ cells during fin regeneration. **b** Downregulated genes in *sp7*+ cells during fin regeneration. **c** Upregulated genes in *sp7*− cells during fin regeneration. **d** Downregulated genes in *sp7*− cells during fin regeneration.

Additional file 4: Table S3. Differentially accessible regions during fin regeneration. **a** DARs with increasing signals in *sp7*+ cells during fin regeneration. **b** DARs with decreasing signals in *sp7*+ cells during fin regeneration. **c** DARs with increasing signals in *sp7*− cells during fin regeneration. **d** DARs with decreasing signals in *sp7*− cells during fin regeneration.

Additional file 5. Review history.

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI’s Gene Expression Omnibus (GEO) repository (ATAC-seq: GSE126700 [69], RNA-seq: GSE126701 [70], and WGBS: GSE126702 [71]). All sequencing data processed in the current study have been visualized in the WashU Epigenome Browser and is publicly available through the following url: https://epigenome.wustl.edu/FinRegen/

How the deposited data were processed for this re-analysis (not part of the article)

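RNA-seq libraries from 2 experiments were analysed. The first comprised sp7+ and sp7− cells sorted from fins at 0 and 4 dpa (8 libraries). The second comprised unsorted caudal fin tissue of wildtype and fosl1a mutant fish at 0, 1 and 4 dpa (12 libraries). After amputation this may be the regenerate alone, since the paper's methods refer to regenerates. Each group had 2 libraries. The deposited values are read counts per gene, which the authors made by mapping read pairs with STAR to GRCz10 with Ensembl release 85, keeping uniquely mapped reads, and counting them on exons with featureCounts without regard to strand. A pair that overlapped several genes was counted for each of them. Overlapping genes, antisense genes and near-identical copies are therefore uncertain. Library totals lay between 28906309 and 50312755 counts for sorted cells and between 10194983 and 31507208 counts for unsorted fins.

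The counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16: TMM normalization, edgeR's filter on low counts, and a quasi-likelihood fit over all libraries of an experiment. This left 18641 of 32105 genes for sorted cells and 20157 for unsorted fins. Changes over time were tested against a 2-fold change, and differences between genotypes or in change against no difference, with Benjamini-Hochberg adjustment at a false discovery rate of 0.05. Standard errors were taken as the absolute log2 fold change over the root of the F statistic, and were left out where the unadjusted p was above 0.9, since the ratio then has no meaning. DESeq2 1.42.0, the authors' tool in another version, was an alternative. Lists of genes were tested with fry in limma 3.58.1, with signed-rank tests (exact, or with 100000 permutations), and against 10000 random lists matched on mean expression in 20 bins (for targets against non-targets, in terciles of mean expression and of the wildtype change). Lists, tests across genes and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The tests were tried on simulated counts with 200 genes changed 8-fold. edgeR's test against a 2-fold change recovered 200 of them in sp7+ cells with 0 false calls among 18012 genes. All other genes had the same simulated mean in every group, apart from library size. False calls among genes changed by less than 2-fold were therefore not tried, and this result does not show how many of the 5114 calls are false. For the difference in change between genotypes at 1 dpa, the test against no difference recovered 195 with 19 false calls among 19581 genes. That is more false calls than the false discovery rate of 0.05 allows. For the difference in change between the cell populations, the fit without a block recovered 196 of 200 with 19 false calls among 17988 genes, and the fit with a block within each time point recovered 196 with 27 false calls, more than the false discovery rate of 0.05 allows in both. When same-numbered libraries of a time point shared a simulated deviation with an SD of 0.5 (log2), the fit without a block recovered 0 of 200 with 0 false calls, and the fit with that block recovered 199 with 30 false calls among 18091 genes.

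Symbols were taken from the paper's Tables S2 and S3, which name 5349 genes and 26.2% of the genes tested in sorted cells. Genes were named by a rule set before the data were examined: those that the paper's results name, fosl1a, and in each population the 2 called genes with a symbol and the largest increase and the 2 with the largest decrease, among genes whose 4 dpa libraries both lay beyond both 0 dpa libraries. Libraries carry replicate numbers in their labels, which gave the pairing for fits with a replicate block. For sorted cells the methods describe both populations as isolated from the fins collected for a replicate, so a block within each time point was added after the data were seen. Whether equal numbers pair the libraries was checked by the correlation across genes of their deviations from the group means. Folds against groups with at most 3 counts in each library are lower bounds. With 2 libraries in each group, outlying libraries were not tested. Alternatives were DESeq2, its size factors, other filters on low counts, a 2-fold filter after the test, a false discovery rate of 0.01, fits of only the groups compared, replicate blocks, other gene lists, and leaving out each library in turn. ATAC-seq, DNA methylation and gene ontology terms were not analysed here, apart from the regions of Table S3 that were used to choose genes.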

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

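The tests of library depth and of single odd libraries were set before their results were seen; those of a slower course of regeneration and of the time of day were chosen only after the result was seen, as was the use of the size factors as a test of normalization.

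At 4 dpa 5933 genes differed between mutant and wildtype fins, 2555 higher and 3378 lower in the mutant, a comparison of all genes that the paper does not report. It stands out against 248 genes at 1 dpa and 71 at 0 dpa. Of these, 2631 had estimates beyond 2-fold. In a test against a 2-fold change 0 genes passed, where 1056 had an unadjusted p under 0.05, and 44 passed in a fit of only the groups compared. The balance of directions was not stable: it was 2987 higher and 2881 lower with DESeq2's size factors, 3158 and 2857 with DESeq2, and 4167 and 3934 with only the groups compared. With every library thinned to the smallest, 3697 genes were called, and with the size factors 5868, so neither depth nor this choice of normalization accounts for most of the calls. Mutant minus wildtype from library pairs that share no library correlated across genes at 0.68 under both ways of pairing, against 0.49 and 0.39 at 1 dpa and 0.1 and −0.11 at 0 dpa, which speaks against a single odd library. The correlation with the change from 0 to 4 dpa in sorted cells was 0.04. Sorted cells at 0 dpa differ from unsorted fins, and a slower course of regeneration need not move fins at 4 dpa towards those at 0 dpa. This value therefore does not settle whether regeneration was slower. The named clock genes had a median log2 fold change of 0.49 (two-sided permutation test with random lists, p = 0.0962), but only 11 of 26 symbols were named, so the time of day at collection cannot be told apart from the genotype. Nor can a difference in collection or library preparation between the groups, for which the labels give no batch. With the replicate block 5894 genes were called, where same-numbered mutant and wildtype libraries at 4 dpa deviated with a correlation of 0.02. A difference between the genotypes may remain as an explanation, but it was not separated from those.

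In 3720 genes the change from 0 to 4 dpa differed between the genotypes, larger in the mutant for 1677 and smaller for 2043. The balance was not stable. It was 1835 larger and 1843 smaller with DESeq2's size factors, 2331 and 2104 with DESeq2, and 2140 and 1889 with no filter. More were smaller with the replicate block (1792 and 1994) and with at least 10 counts in every library (1831 and 2314). With every library thinned to the smallest, 2257 genes were called. With the replicate block 3786 were called, where same-numbered mutant libraries at 0 and 4 dpa deviated with a correlation of −0.14 and wildtype ones with 0.06. With the mutant 4 dpa numbers crossed in the block, chosen after seeing that correlation, 4741 were called. A fit of only the groups compared, which also changes the genes tested (19794) and the normalization, called 441, and which of these changes matters was not tested. It shares its 4 dpa libraries with the comparison of genotypes at 4 dpa, so the same explanations remain.

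In 102 genes the change from 0 to 1 dpa differed between the genotypes, larger in the mutant for 26 and smaller for 76. Thinning to the smallest library left 91 calls, and the replicate block gave 131, where same-numbered libraries at 0 and 1 dpa deviated with a correlation of 0.27 in the mutant and 0.05 in wildtype. Among these genes was fosl1a itself, with a log2 difference of −3.3. The mutant 0 dpa libraries, which enter every such difference, were the least alike of all groups (Pearson's r across genes 0.95). No batch is given in the labels, so a difference between preparations cannot be told apart from the genotype.

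Between the cell populations, the change from 0 to 4 dpa differed in 1474 genes, more positive in sp7+ cells for 869 and more negative for 605. With every library thinned to the smallest, 1196 genes were called. With DESeq2's size factors 1586 were called, 51.4% of them more positive in sp7+ cells against 59.0% with TMM normalization. With the replicate block 1420 were called, where the correlation of same-numbered sp7+ and sp7− libraries was 0.26 at 0 dpa and 0.13 at 4 dpa. With a replicate block within each time point, chosen after seeing those correlations, 3391 were called, so the number depends on how the libraries are paired. On simulated counts in which same-numbered libraries of a time point shared a deviation, the fit without a block recovered 0 of 200 changed genes with 0 false calls and that with the block 199 with 30 false calls. The SD of that deviation, 0.5 (log2), was set and not estimated from these libraries, so this does not settle which number is closer. Without a block the estimate lay beyond 2-fold for 1471 of the 1474 genes, and 125 passed a test against a 2-fold difference. Cells of other types among the sorted cells, in shares that change with time, were tested only for epidermal genes and for sp7. Those tests did not settle the question, so a biological difference between the populations cannot be told apart from that explanation.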

How the results depend on the processing

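All alternatives were set before the data were examined, except the replicate blocks with crossed numbers and within each time point, and the block with the Table S2 genes as non-targets. No test in this part was chosen only after the result was seen, apart from these. The cause of the changes given here was not tested.

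Counts of genes moved by more than 1.5 times under several settings. With DESeq2 the counts were 1193 increased in sp7+ cells, 838 increased and 948 decreased in sp7− cells, 1122 shared, 810 increased in wildtype at 4 dpa and 597 in the mutant at 1 dpa. DESeq2 also called 209 and 649 genes between genotypes at 0 and 1 dpa and 291 for the difference in change at 1 dpa. With at least 10 counts in every library they were 1778 increased in sp7+ cells, 985 increased and 982 decreased in sp7− cells, 1419 shared, 817 and 845 increased in wildtype at 1 and 4 dpa, and 611 and 841 in the mutant. With a 2-fold filter after the test they were 4678 increased and 3950 decreased in sp7+ cells, 3292 and 3197 in sp7− cells, 4740 shared, 2635 and 2946 increased in wildtype at 1 and 4 dpa, and 2244 and 2907 in the mutant. At a false discovery rate of 0.01 they were 1594 increased and 1585 decreased in sp7+ cells, 970 and 915 in sp7− cells, 1186 shared, 849 increased in wildtype at 4 dpa, and 636 and 905 in the mutant at 1 and 4 dpa. At that rate 31, 23 and 2165 genes differed between genotypes at 0, 1 and 4 dpa, 42 and 142 in change at 1 and 4 dpa, and 223 between cell populations. With no filter on low counts, 207 and 570 genes differed between genotypes at 0 and 1 dpa, 261 in change at 1 dpa, and 2715 between cell populations. With only the groups compared in the fit, 502 and 931 genes increased in the mutant at 1 and 4 dpa, 533 differed between genotypes at 1 dpa, and 44 and 441 differed in change at 1 and 4 dpa. In that fit 0 genes differed at 0 dpa, where 627 had an unadjusted p under 0.05.

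With the replicate number as a replicate block across time points no count moved by more than 1.5 times. With the block within each time point, where same-numbered sp7+ and sp7− libraries deviated with correlations of 0.26 and 0.13, 3391 genes differed between cell populations, against 1474 without a block and 1420 with the block across time points. For sorted cells, where same-numbered libraries at 0 and 4 dpa deviated with a correlation of −0.05 in sp7+ and −0.01 in sp7− cells, the block gave 2671 increased and 2393 decreased genes in sp7+ cells, 1661 and 1535 in sp7− cells, and 2193 shared. The medians of genes with promoter DARs were 1.44 for increasing and −0.63 for decreasing DARs under the block. In wildtype, where those correlations were 0.05 and 0.06 for 1 and 4 dpa against 0 dpa, 1267 and 1340 genes increased. In the mutant 947 and 1404 did, and 1452 at 4 dpa with crossed numbers. Between genotypes the block gave 77, 251 and 5894 genes at 0, 1 and 4 dpa, where same-numbered libraries deviated with correlations of 0.22, 0.14 and 0.02. The Fra1 targets at 4 dpa kept their median difference under the block (0.66) and with crossed numbers (0.68). Before adjustment over the lists, limma's fry gave 0.0419 without the block, 0.0606 with it and 0.057 with crossed numbers, so only the first lay under 0.05; after adjustment none did.

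The median difference of non-target genes at 1 dpa lay close to 0, so its sign is not informative. It was −0.05 with DESeq2 and with its size factors, where the median over all tested genes moved from 0.04 to −0.01 and −0.03, and from −0.26 to 0.11 across the 8 fits that each left out one library, with −0.04, −0.01 and −0.04 among them. That of the Fra1 targets lay between −0.63 and 0.12, and that of targets against non-targets between −0.59 and 0.01; both turned when the larger mutant 0 dpa library was left out, which leaves the smallest library as the reference. At 4 dpa the ranges were 0.51 to 1.3 for targets and 0.12 to 0.44 for non-targets. Medians of genes with promoter DARs lay between 1.08 and 1.95 for increasing and between −0.69 and −0.52 for decreasing DARs. The first component held 52.4% and the second 31.4% of the variance with all genes, and 63.6% to 79.6% and 16.4% to 31.4% when each library was left out.

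Called genes were also followed through the fits that left out libraries, on genes chosen for their change, so the counts show no stability: from 5106 to 5112 of 5114 genes in sp7+ cells, from 3185 to 3189 of 3189 in sp7− cells, from 1410 to 1461 of 1471 for the difference between populations, and from 190 to 220 against 211 between genotypes at 1 dpa still lay beyond 2-fold. Of 434 values of single named genes under alternatives, 378 did not move, 55 moved when a library was left out, and 1 was no longer past the threshold. This was si:dkey-100j22.4 in sp7− cells with DESeq2, at −4.15 (adjusted p = 0.142 in DESeq2, and 0.0186 and 0.0316 in edgeR with size factors and with the replicate block). 0 values changed sign. In sp7+ cells without 0 dpa replicate 2, the log2 fold change was 6.65 for ccnb1, 4.0 for exo1 and 9.59 for and2. Without 0 dpa replicate 1 the values were 4.09, 2.29 and 6.38 in the same order, so these sizes depended on the 0 dpa library. Families of symbols among called genes were not run, because most tested genes carry no symbol. A fit of only the groups compared does not exist for the difference between populations, which uses all libraries of sorted cells. The smallest library, a mutant library at 0 dpa with 10194983 counts, limits how well changes of weakly expressed genes in the mutant are estimated.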

Differences from the paper's values

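The paper reports 2914 differentially expressed genes in sp7+ cells, 1794 in sp7− cells and 1125 shared, against 5114, 3189 and 2183 here. With DESeq2, the tool that the paper's methods name, the values were 2917, 1786 and 1122. They were also within 1.5 times the paper's with at least 10 counts in every library (3422, 1967 and 1419) and at a false discovery rate of 0.01 (3179, 1885 and 1186). The other alternatives set before the data were examined (size factors, no filter, a 2-fold filter after the test, only the groups compared and the replicate block) did not close these gaps.

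For genes with decreasing promoter DARs the paper shows a median log2 fold change of about −0.85 in Fig. 3a, read by eye, against −0.61 here over the part of Table S3 used. None of the alternatives set before the data were examined closed this gap, and DESeq2 came to −0.75.

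For Fra1 targets at 1 dpa the paper shows medians of about 2.9 in wildtype and about 2.3 in the mutant in Fig. 4f, read by eye, against 0.71 and 0.32 here over the genes with direct arrows in Fig. 4b, which are not the paper's list of Fig. 4f. With only the 3 targets raised beyond 2-fold at 1 dpa in wildtype, the medians were 3.26 in wildtype and 2.2 in the mutant. This closed the gap in the mutant and turned that in wildtype to a value above the paper's; none of the alternatives set before the data were examined closed the gap in wildtype.

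For non-target genes at 1 dpa the paper shows about 2.1 in wildtype and about 2.2 in the mutant in Fig. 4f, read by eye, against 2.32 and 2.47 here. The list used here is not the paper's and may hold targets that Fig. 4b does not name. The wildtype value was 2.27 with genes chosen by the rise in the mutant and 2.09 with genes chosen by the mean rise; none of the alternatives set before the data were examined closed the gap in the mutant. At 4 dpa the paper shows about 2.2 in wildtype and about 2.0 in the mutant in Fig. 4f, read by eye, against 2.54 and 2.71 here. With genes chosen by the mean rise the wildtype value was 2.28, and no alternative set before the data were examined closed the gap in the mutant.

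The paper states that Fra1 targets rose less in the mutant at 1 dpa. Here, over the 15 tested genes of Fig. 4b and not the paper's full list, the median difference was −0.41. The rotation test of the list did not reach the threshold (limma's fry, 0.323 before adjustment, and from 0.124 to 0.412 across the alternatives with that test). The signed-rank test across genes, which the paper's methods name, gave p = 0.229 (exact), but p = 0.042 (exact) with at least 10 counts in every library and p = 0.04 (permutation test) with all genes named in Fig. 4b. The paper states that levels of the targets in the mutant caught up at 4 dpa. Here 14 of 15 targets rose more in the mutant than in wildtype, with a median difference of 0.66. The rotation test of the list did not reach the threshold after adjustment (limma's fry, adjusted p = 0.168). The medians at 4 dpa were 2.16 in wildtype and 2.72 in the mutant. The paper shows about 2.1 and 2.5 in Fig. 4f, read by eye, so the mutant median is the higher one there too.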

Other observations

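The tests in this part were chosen only after the results they concern were seen, and the genes krt4, krt1-19d, cldni, cdh1 and sp7 were named after their values were seen.

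Genes of epidermal cells fell in sp7+ cells. Of 16 tested epidermal genes 15 were called decreased in sp7+ cells and 14 in sp7− cells, with median log2 fold changes of −2.1 and −2.02. A smaller share of epidermal cells among the sorted cells at 4 dpa would lower all of these genes by about the same factor. Their log2 fold changes had an SD of 0.53, and 50.7% of random lists of decreased genes matched on expression had a smaller SD. Those lists hold only genes called decreased, which limits their spread, so the test does not settle whether a common factor is at work. In sp7− cells the SD was 0.85, with values from −3.22 for col17a1a to 0.43 for krt4. That spread was not compared with random lists, so it does not settle this for sp7− cells either. Uniform carry-over of sp7− cells would give lower levels in sp7+ than in sp7− cells, and 10 of the 16 genes were higher in sp7+ cells at 0 dpa. Carry-over of only a part of the sp7− cells could give higher levels, so it was not excluded for these genes. krt4 was at 32700 ± 4650 CPM in sp7+ and 1220 ± 105 CPM in sp7− cells, and krt1-19d at 5660 ± 584 and 210 ± 14.2 CPM (SD, n = 2 each). For cdh1 the log2 ratio of sp7+ over sp7− cells was 0.05. The 6 lower genes included col17a1a (−3.53), cldni (−3.47) and krt15 (−1.83), and for the lower genes uniform carry-over was not excluded either. Which cells among the sorted sp7+ cells carry these transcripts cannot be told from pooled cells. A lower expression of these genes in the sorted cells cannot be told apart from a smaller share of epidermal cells.

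fosl1a was high in the sorted cells at 0 dpa, at 1460 and 1290 CPM in sp7+ and 1460 and 1430 CPM in sp7− cells. In unsorted wildtype fins at 0 dpa it was at 2.71 and 3.96 CPM. The 2 experiments were normalized separately. In the sorted cells fosl1a fell to 4 dpa, with log2 fold changes of −2.14 in sp7+ and −2.04 in sp7− cells. In unsorted wildtype fins it rose at 1 dpa by 5.29. At 4 dpa the unsorted wildtype fins were close to their 0 dpa level (log2 fold change −0.2, standard error 0.28). The log2 ratio of fosl1a in sorted cells over unsorted fins was 8.52, at percentile 99.97 of 17830 genes. The central 95% lay between −3.21 and 2.45, so a general difference between the experiments does not account for it. A candidate explanation is a response of the cells to dissociation and sorting. The 16 Ensembl IDs of the 15 named immediate early genes apart from fosl1a had a median log2 ratio of 2.38, with 15 of 16 higher in the sorted cells (two-sided permutation test with random lists, p = 0.0004). fosab has 2 of these IDs, which may be one locus; counted once, the median was 2.54, with 14 of 15 higher (two-sided permutation test with random lists, p = 0.0004). But with fosl1a only 16 of the 32 symbols were named, so this explanation was not settled. No library of unsorted fins was dissociated, and the paper's methods dissociated the sorted cells differently at 0 and 4 dpa. Time and dissociation therefore cannot be separated for fosl1a in the sorted cells.

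The median difference of non-target genes at 1 dpa may depend on the choice of genes. Genes chosen because they rose in wildtype include some whose rise there is partly chance, and these would rise less in the mutant. When the list was chosen by the rise in the mutant, the median of mutant minus wildtype was higher by 0.48. That choice raises the value whether the differences between genes are chance or not, so it does not settle the explanation. With genes chosen by the mean rise of both genotypes, the median difference was 0.28.

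sp7 itself rose in sp7− cells from 0.198 ± 0.0755 to 1.28 ± 0.151 CPM (SD, n = 2 each), and in sp7+ cells from 31.0 ± 1.33 to 93.5 ± 27.4 CPM. At 4 dpa its level in sp7− cells was 1.36% of that in sp7+ cells, or 1.87% and 1.04% by replicate number. If this came from sp7+ cells or their RNA among the sp7− cells, no gene would have a smaller share, but 18 of 1897 genes of at least 50 CPM in sp7+ cells did. The share was smaller than that of sp7 in both replicates for 15 genes, and under 0.5 times that of sp7 for 10 genes by the means and for 7 in both replicates; for 12 genes the highest ratio of any sp7− to any sp7+ library was below the lowest such ratio of sp7. None of these counts was compared with what noise in the shares alone would give, so they do not settle whether a uniform carry-over of that size took place, and carry-over of a part of the sp7+ cells would fit them as well.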
